# Gene Expression Profiles Modulated by Lipophilic Sea Buckthorn ( *Hippophae rhamnoides* L.) Extract in BT‐549 Triple‐Negative Breast Cancer Cells

**DOI:** 10.1002/fsn3.71112

**Published:** 2025-12-16

**Authors:** Simona Visan, Loredana Balacescu, Flaviu Drigla, Ovidiu Balacescu, Adela Pintea

**Keywords:** carotenoids, cholesterol biosynthesis, ferroptosis, oxidative stress, sea buckthorn, triple‐negative breast cancer

## Abstract

Triple‐negative breast cancer (TNBC) is an aggressive subtype with high heterogeneity, metastasis, and drug resistance, underscoring the need for new therapeutic strategies. Sea buckthorn berries, long used in traditional medicine, are rich in carotenoids with reported anticancer activity. To investigate their transcriptional effects, we treated BT‐549 TNBC cells with a saponified lipophilic sea buckthorn berry extract (LSBE) and performed gene expression profiling using microarray (four independent replicates of treated, respectively, untreated cells). LSBE altered the expression of 330 protein‐coding genes (111 downregulated, 219 upregulated; fold ratio ±1.5, adj. *p* < 0.05). ingenuity pathway analysis (IPA) revealed activation of cholesterol biosynthesis (*z* = 3.46, *p* = 2.7E−15) and ferroptosis (*z* = 0.78, *p* = 5.3E−09), while oxidative stress (*z* = −2.18, *p* = 3.4E−05) and cholesterol accumulation (*z* = −2.14, *p* = 3.4E−06) were inhibited. Gene set enrichment analysis (GSEA) further indicated upregulation of cholesterol homeostasis and mTORC1 signaling. Our findings suggest that carotenoid‐enriched LSBE modulates key pathways related to cellular homeostasis, antioxidant defense, and apoptosis in TNBC. While limited to transcriptional profiling, this exploratory study provides a foundation for future functional validation of LSBE as a complementary TNBC therapeutic approach.

## 1 Introduction

Breast cancer (BC) is the most commonly diagnosed cancer among women and one of the leading causes of cancer‐related mortality in women (Sung et al. 2021). Triple‐negative breast cancer (TNBC) represents a molecular subtype of BC (15%–20%) (Garrido‐Castro et al. 2019) that does not benefit from targeted therapies (anti‐HER2 and anti‐ER), like the other BC molecular subtypes, luminal A/B, or HER2+. Consequently, the standard care for TNBC includes chemotherapy based on platinum compounds or taxanes. However, less than 30% of TNBC patients achieve a complete response (Li et al. 2022), while the survival rate is between 17 and 24 months (Shukla et al. 2019). Considering the increased heterogeneity, high metastasis capacity, and drug resistance of TNBC, it is essential to improve the TNBC treatment by identifying new molecular features to develop targeted therapies or the development of new antitumor compounds.

Sea buckthorn ( *Hippophae rhamnoides* L.) berries have proven to possess many pharmacological and nutritional values due to their abundance of bioactive compounds. They have been used in traditional medicine for centuries, especially by Mongolians and Tibetans (Chandra 2018). The abundance of bioactive compounds is composed of carbohydrates, proteins, flavonoids, antioxidants, sugars, sugar alcohols, fat‐ or water‐soluble vitamins, phytosterols, tocopherols, polyphenols, carotenoids, polyunsaturated fatty acids, amino acids, phenolic acids, tannins, flavonols, and minerals (Wang et al. 2022). Many pharmacological studies have focused on investigating the sea buckthorn berries' health properties, including anticancer (Wu et al. 2021), antioxidant (Xu et al. 2024), anti‐inflammatory (Dudau et al. 2021), and many others. Recent research demonstrated that total circulating carotenoids, mainly α‐carotene, β‐carotene, β‐cryptoxanthin, lycopene, and lutein, were associated with a decreased risk of breast cancer (Dehnavi et al. 2024).

Recent research has shown that dietary supplementation with sea buckthorn reduced triglycerides, total cholesterol, and low‐density lipoprotein cholesterol, only in people with abnormal lipid metabolism, while no adverse effects were recorded on blood sugar, blood pressure, and BMI (Geng et al. 2022). In cancer cells, cholesterol uptake and synthesis rates are usually increased, leading to abnormal metabolism (Cai et al. 2019), while the efflux and esterification of cholesterol affect the formation of tumor cells (Gu et al. 2019). Thus, dyshomeostasis of cholesterol levels has been established as one of the hallmarks of cancer (Hanahan 2022). Furthermore, many studies have shown that ferroptosis, autophagy, tumor cell, and immune cell stemness, and the cellular DNA damage response are regulated through cholesterol metabolism (Xiao et al. 2023). It is essential to maintain homeostasis between cholesterol de novo biosynthesis, uptake, export, and storage (Luo et al. 2020). The results of the research studies that have been carried out to investigate the association between breast cancer risk and circulating cholesterol levels remain debatable due to the positive correlations (Kim et al. 2017) or negative correlations (Poirot 2022), while some studies found no correlations (His et al. 2017). Given the broad spectrum of medicinal properties attributed to sea buckthorn (Ma et al. 2022), and the scarcity of studies addressing the molecular mechanisms modulated by its lipophilic bioactive compounds in TNBC, our exploratory study seeks to fill this important gap. To our knowledge, this is the first transcriptomic investigation of LSBE in TNBC, aimed at elucidating the key signaling pathways, biological processes, cellular functions, and upstream regulators affected in the BT‐549 cell line—a well‐characterized model of an aggressive breast cancer subtype, the mesenchymal stem‐like TNBC associated with chemoresistance and poor clinical outcomes.

## 2 Materials and Methods

### 2.1 Carotenoid Composition of LSBE

The lipophilic saponified sea buckthorn extract (LSBE) was obtained by solvent extraction from sea buckthorn berry pulp, followed by saponification with KOH, as previously described (Visan et al. 2023). Saponification was performed to remove the lipid fraction (mainly triacylglycerols) and to release xanthophylls (zeaxanthin, lutein, and β‐cryptoxanthin) from their esterified forms present in the crude extract. The carotenoid composition of LSBE was determined using C30‐HPLC‐PDA. Carotenoids were identified by comparing retention times with commercial standards, as well as by analyzing UV–VIS spectra and elution orders reported in the literature. Quantification was performed by external calibration with β‐carotene, lutein, β‐cryptoxanthin, and zeaxanthin standards purchased from Extrasynthese (Lyon, France) in the range of 1–100 μg/mL. The major compounds in the LSBE were zeaxanthin (42.6%), all‐trans‐β‐carotene (20.5%), lutein (8.93%), γ‐carotene (8.15%), and β‐cryptoxanthin (4.6%).

### 2.2 Cell Culturing

The human TNBC cell line BT‐549 (ductal carcinoma, mesenchymal subtype, ER‐, PR‐, HER2‐) from American Type Culture Collection (ATCC) was cultured in RPMI‐1640 medium supplemented with 10% FBS, 1% penicillin–streptomycin, 1% glutamine, 0.02% insulin, and maintained at 37°C in a 5% CO_2_ incubator. All cell culture reagents were purchased from Sigma‐Aldrich (St. Louis, MO, USA). In our previous study (Visan et al. 2023), LSBE showed greater cytotoxicity in BT‐549 cells (IC₅₀ = 12.62 μM) compared with T47D cells (IC₅₀ = 19.45 μM), selectively reducing ROS levels under oxidative stress conditions and inducing late‐stage apoptosis (40.6%, *p* = 0.0137). Based on this higher sensitivity and biological relevance, BT‐549 was chosen as the model for the present transcriptomic study.

### 2.3 Treatment

3.5 × 10^5^ cells were seeded in 6‐well plates (TPP, Switzerland) at a density of 10^5^ cells/mL 24 h before treatment. After 24 h, the culture medium was removed and replaced with 3 mL of fresh medium containing 12.62 μM (IC_50_) of LSBE, respectively, fresh culture medium. LSBE was characterized and purified following the protocol described in our previous study. The cells were maintained in these conditions for 24 h and processed for subsequent experiments. For this experiment, four biological replicates were used for treated and untreated cells. All experiments in this study were conducted using the same well‐characterized batch of sea buckthorn extract described in our previous study.

### 2.4 RNA Isolation and Purification

After 24 h of treatment, cells were collected in 800 μL TRI Reagent Solution (Ambion, Thermo Fisher Scientific) and processed for total RNA extraction using the classical phenol‐chloroform method (Sakyi et al. 2023). The isolated RNAs were evaluated quantitatively with the NanoDrop ND‐1000 spectrophotometer (Thermo Scientific, Wilmington, DE, USA) and qualitatively with the 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA) before further processing. All analyzed samples had RNAs with an RNA integrity number (RIN) between 9 and 10.

### 2.5 Microarray Expression Profiling

200 ng of total RNA was used from each sample to synthesize the microarray probes (cRNA‐Cy3) in two reaction steps using a one‐color Agilent Low Input Quick Amp Labeling Kit according to the manufacturer's recommendations. All labeled cRNAs (Cy3) were purified using an RNeasy Mini kit (Qiagen, Hilden, Germany) and were evaluated for quality control using a Nanodrop ND‐1000 spectrophotometer (Thermo Fischer Scientific, Wilmington, DE, USA). The probes were hybridized for 17 h at 65°C on whole‐human‐genome 4 × 44 K microarray slides (design 014850) according to the manufacturer's protocol (Agilent Technologies, Santa Clara, CA, USA). The slides were scanned with an Agilent G2505C Microarray Scanner (Agilent Technologies, Santa Clara, CA, USA) at 5 μm resolution, and the microarray images were processed with Agilent Feature Extraction (FE) software v. 11.5.1.1 (Agilent Technologies, Santa Clara, CA, USA). Raw median signals from FE were preprocessed and analyzed in R/Bioconductor. After filtering out the control and flagged spots, the data were quantile normalized between arrays, and a median signal value for the replicated transcripts on each array was computed. The differential expression was assessed using linear models and empirical Bayes statistics implemented in the limma package/R (Ritchie et al. 2015). To account for multiple testing, the *p*‐value was adjusted using the Benjamini‐Hochberg method. The genes with a minimum 1.5‐fold change in expression between groups and an adjusted *p*‐value less than 0.05 were considered differentially expressed. The differentially expressed genes (DEGs) were visualized using a volcano plot and then used to build a supervised hierarchical cluster with a heatmap in SRplot software (Tang et al. 2023). All microarray data used in this study are publicly available in the Gene Expression Omnibus (GEO) repository under accession number GSE 307516.

### 2.6 Functional Analysis of Differentially Expressed Genes (DEGs)

The dataset containing differentially expressed genes was uploaded into ingenuity pathway analysis software (IPA, QIAGEN Inc.), and queried against a reference set specific to Agilent Whole Human Genome 4 × 44 k arrays IPA Core Analysis function was used to identify key molecular and cellular functions, and canonical pathways relevant to our dataset, and to predict the main upstream regulators that may influence the transcription or expression of the DEGs. The significance of the associations between the input genes and functions or pathways was estimated by the Fisher Exact test (*p* < 0.05) and a cutoff score greater than 1.3. The IPA regulation *z*‐score algorithm was used to predict the activation states of upstream or downstream processes, where a *z*‐score higher than 2 or smaller than −2 is considered significant.

Gene set enrichment analysis (GSEA) was performed using DEGs ranked by signal intensity, with statistical significance assessed through 1000 gene set permutations in the H (hallmark gene sets) collection from MSigDB (Molecular Signatures Database) (Liberzon et al. 2015). This approach was used to gain a deeper understanding of the molecular mechanisms and functions in the DEGs dataset. Statistical significance was defined by a *p*‐value of < 0.01 and a false discovery rate (FDR) with a *q*‐value of < 0.05.

Gene Ontology (GO) Enrichment Analysis powered by PANTHER 19.0 online software (https://pantherdb.org) was used to find the molecular functions, cellular components, and biological processes over‐represented in our DEGs dataset (FR cutoff of 1.5 and an adjusted *p*‐value of 0.05) (Thomas et al. 2022).

### 2.7 Microarray Data Validation by Real‐Time Quantitative Reverse Transcription PCR (qRT‐PCR)

500 ng total RNA was used for cDNA synthesis using the First Strand cDNA synthesis kit (Hoffmann‐La Roche, Basel, Switzerland) following the random hexamer primer protocol. The cDNAs were diluted 1:10 (v/v) and amplified with TaqMan Master kit (Hoffmann‐La Roche) in a final volume of 20 μL using a LightCycler 480 II thermocycler (Hoffmann‐La Roche). According to the manufacturer's recommendations, the PCR amplification was performed with 1 μM specific primers (Tib Molbiol) and a 0.2 μM specific hydrolysis probe from the Universal Probe Library (UPL). The relative expression levels of target genes (LSBE vs. CTR) were quantified by the ΔΔCt method using 18S as the housekeeping gene.

### 2.8 Statistical Analysis

Student's *t*‐test was used to determine the statistically significant differences between gene expressions modulated by LSBE treatment and validated by qRT‐PCR analysis. *p*‐values less than 0.05 were considered significant. Venn diagrams were done in Venny 2.1.0 software (Oliveros 2007–2015) Venny. An interactive tool for comparing lists with Venn's diagrams (https://bioinfogp.cnb.csic.es/tools/venny/index.html), while the qRT‐PCR graph was illustrated using GraphPad Prism 8 Software (GraphPad Software Inc., Avenida de la Playa La Jolla, San Diego, CA, USA).

## 3 Results

### 3.1 LSBE Treatment Induces Changes in the Gene Expression Profile of BT‐549 Triple‐Negative Breast Cancer Cells

Microarray analysis of BT‐549 cells treated with LSBE identified 29,162 annotated genes, of which 330 met the criteria for significant differential expression (fold change > 1.5, adjusted *p* < 0.05) (Table S1, Figure 1A). Among these, 219 were upregulated and 111 downregulated (Table S2). 

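BT-549 cells, an established triple-negative breast cancer line, were grown with LSBE for 24 h or with fresh medium alone (CTR), and RNA of 4 biological replicates per group, as the paper calls them, was hybridized to 8 Agilent 1-colour whole human genome arrays. The methods of the paper give the LSBE dose as 12.62 μM, the sample labels as 12 μM and the figure legends of the microarray results as 4 μM. The same-numbered CTR and LSBE arrays lay on the same slide, the CTR array in position 1 and the LSBE array in position 2 of each of the 4 slides, so that array position cannot be told apart from treatment. The deposited scanner files hold raw median intensities of 43376 non-control spots per array, from 41000 probes. From 58.5% to 62.5% of them (median 60.8%) were well above background on the CTR arrays and from 61.7% to 63.8% (median 62.6%) on the LSBE arrays, and no spot was saturated. The paper describes raw median signals, removal of control spots and of spots marked by the software, quantile normalization between arrays, a median per transcript and limma. The same steps were applied to log2 values of the median signals in the scanner files, without background correction and with the 56 to 100 spots per array that the scanner software marks as non-uniform or population outliers left out. Spots were summarised as the median per transcript, which gave 32033 transcripts, or 29162 without the 2871 that the array names only by a probe. Through its RefSeq identifier, a gene symbol could be given to 21242 of the 32033, for 19403 genes. In a principal component analysis, the first component held 40.8% and the second 19.5% of the variance. On the first, the CTR arrays lay at −22.6 to −14.6 and the LSBE arrays at 9.59 to 36.4. LSBE replicate 2 stood apart from the other LSBE arrays on the second component (25.3 against −18.1 to −11.8). The number of arrays, 4 per group, limits the precision of all values.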

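In LSBE-treated cells, 300 transcripts were higher and 210 were lower than in control cells at a fold change of at least 1.5 and an adjusted p under 0.05 from limma. Those with a RefSeq name came from 262 and 127 genes. The largest increase was that of GDF15 (NM_004864), a secreted cytokine induced by cell stress, whose log2 signal was 13.47 ± 0.18 (SD, n = 4) in CTR and 16.79 ± 0.14 (SD, n = 4) in LSBE. This is a log2 fold change of 3.32 (SE 0.10, adjusted p = 7.4e-06). HAS3, a hyaluronan synthase, followed with 2.10 (SE 0.28, adjusted p = 0.00309), although its signal on LSBE replicate 3 lay apart from that on the other LSBE arrays. Among the largest increases were also PHGDH, the first enzyme of serine synthesis, with 1.95 (SE 0.19, adjusted p = 9.1e-04), and ASNS, asparagine synthetase, with 1.92 (SE 0.08, adjusted p = 6.2e-05). PCK2, the mitochondrial phosphoenolpyruvate carboxykinase, had a log2 fold change of 1.79 (SE 0.09, adjusted p = 1.0e-04) and TRIB3, a stress-induced pseudokinase, 1.58 (SE 0.11, adjusted p = 2.3e-04). The largest decrease was that of USP6NL-AS1, a noncoding antisense transcript, with −2.13 (SE 0.32, adjusted p = 0.00578). It was followed among named genes by ELFN1, with −1.63 (SE 0.30, adjusted p = 0.0113), and by BHLHE23, with −1.37 (SE 0.18, adjusted p = 0.00336). Of the transcripts lower in LSBE, 82 had no RefSeq-based gene name (39.0%), against 34 of those higher (11.3%) and 33.7% of all transcripts tested. On the 4 slides taken singly, 300 of 300 higher and 209 of 210 lower transcripts kept their direction on every slide. They were chosen for their difference on these same arrays, so that this count is not independent evidence. Well above background on all 8 arrays were 287 of the higher and 207 of the lower transcripts. Without LSBE replicate 2, which stood apart, 304 were higher and 175 lower, of which 43 and 53 had no such name.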

Most changes (79%) showed a moderate amplitude (< 2‐fold), with expression values ranging from −4.14 to 10.84. 

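Of the 510 changed transcripts, 406 (79.6%) differed by less than 2-fold and 104 by 2-fold or more. The fold changes ranged from the 10.0-fold increase of GDF15 to the 4.37-fold decrease of USP6NL-AS1. Increases of more than 2-fold included HMGCS1 and INSIG1 of cholesterol metabolism, ABCC3, a drug and conjugate transporter, with a log2 fold change of 1.41 (SE 0.11, adjusted p = 4.5e-04), and LIF, an interleukin 6 family cytokine, with 1.35 (SE 0.06, adjusted p = 9.5e-05). The probes of LIF gave 2.28 and 0.42. Smaller increases included ATF4, the transcription factor of the integrated stress response, with 0.77 (SE 0.04, adjusted p = 1.2e-04), and CD68, a lysosomal membrane glycoprotein, with 0.74 (SE 0.07, adjusted p = 6.8e-04). With processed signals scaled to the 75th percentile of each array in place of quantile-normalized median signals, the share under 2-fold was 62.5% of 1092 changed transcripts.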

Hierarchical clustering based on these DEGs revealed a clear separation between LSBE‐treated and control samples, underscoring the transcriptional impact of LSBE (Figure 1B).

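On the 510 changed transcripts, which were chosen for their difference between the groups, average-linkage clustering on Euclidean distances placed 8 of 8 arrays with their own group. The mean silhouette of the CTR and LSBE groups was 0.689. On all 32027 transcripts with a value on every array, 5 of 8 arrays fell with their own group and the silhouette was 0.227. On the 18452 of these that were well above background, 5 of 8 arrays did so and the silhouette was 0.279. A single array set apart from all the others gives a count of 5 too, so that this count does not show that the groups mix. The division into CTR and LSBE had the highest silhouette of the 35 ways to part the arrays into 4 and 4 in each of these comparisons.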

**FIGURE 1:**
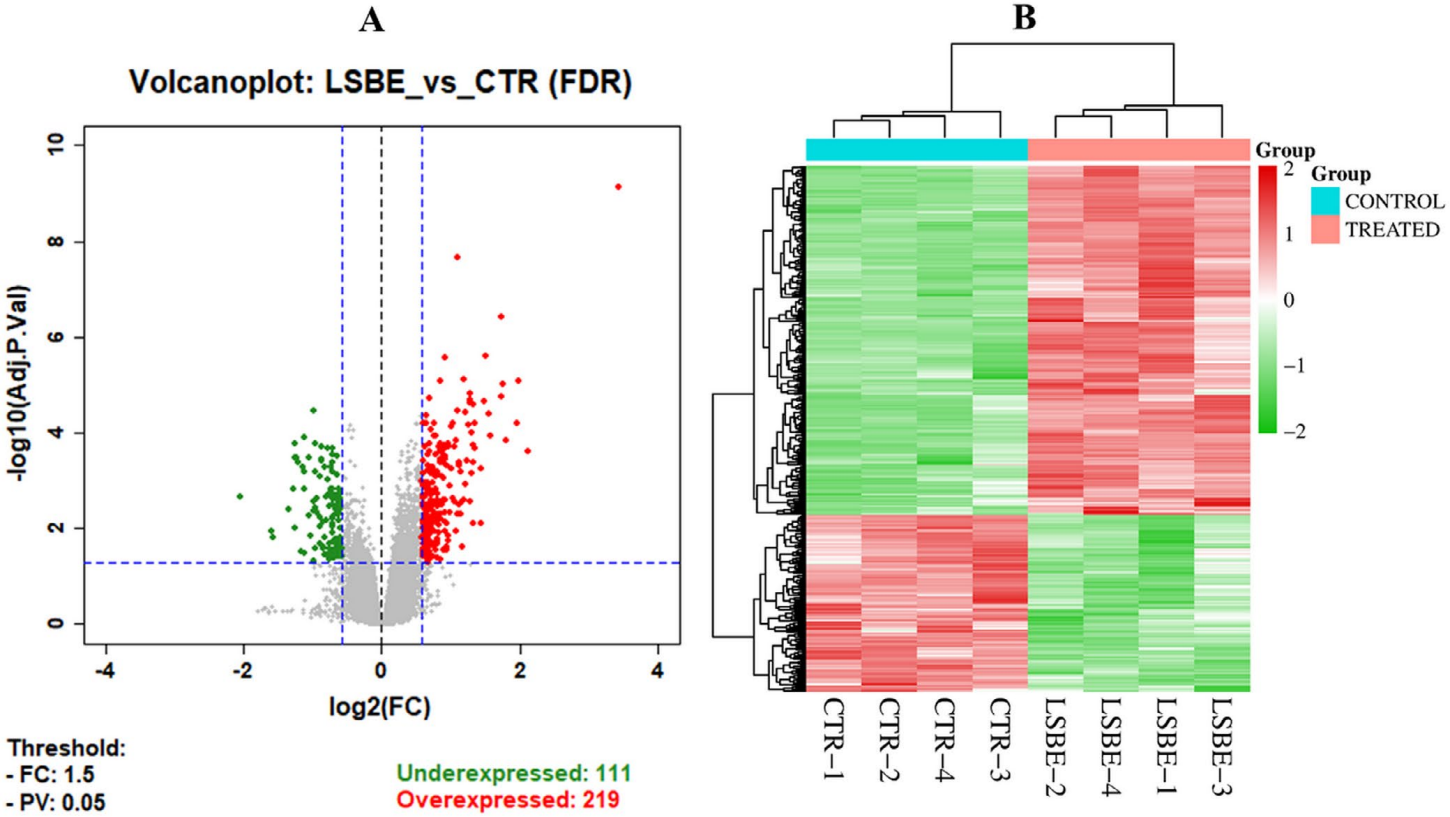
(A) The volcano plot reveals the DEGs identified in BT‐549 cells treated with 4 μM LSBE for 24 h compared to the control group, at an FR cutoff of 1.5 and an adjusted *p*‐value of 0.05. The genes in green are underexpressed (111), and the genes in red are overexpressed (219); (B) Heatmap of 330 DEGs between CTR (*n* = 4) and LSBE (*n* = 4) samples obtained from supervised hierarchical clustering using Euclidean distances. The color indicates the level of mRNA expression: red = higher level of expression, green = lower level of expression, and white expression changes (each row represents a gene, and each column represents a sample). The control (CTR) samples were clustered and separated from the LSBE samples.

### 3.2 Evaluation of Genome‐Wide Expression Profiles Using Ingenuity Pathways Analysis (IPA)

Functional profiling with IPA revealed that LSBE‐induced gene expression changes were strongly linked to cancer‐related processes (*p* = 2.32E−03–1.43E−15), with cellular development (*p* = 2.24E−03–1.45E−14) emerging as the top function. Canonical pathway analysis highlighted cholesterol biosynthesis as the most significantly activated pathway (*p* = 2.69E−15). 

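The lists of cholesterol biosynthesis, of other SREBP targets and of the integrated stress response passed the test as higher in LSBE at camera's preset correlation, though 13 of the 25 genes of the first were unchanged. The mean log2 fold change of the 25 measured genes of a textbook cholesterol biosynthesis list was 0.53, between 0.39 and 0.68 on the 4 slides, and the list passed limma's camera test (adjusted p = 2.1e-11, or adjusted p = 0.123 with an estimated correlation). For 16 other targets of SREBP, the transcription factors encoded by SREBF1 and SREBF2, the mean was 0.82, between 0.63 and 1.06 (adjusted p = 8.7e-13, or adjusted p = 0.0702 with an estimated correlation). The smallest p of the 34 lists was that of the integrated stress response, the program of ATF4 for amino acid supply and protein synthesis under stress, with 22 of 30 genes higher (22 when adjusted over the list alone). Its mean was 0.93, between 0.85 and 1.01 (adjusted p = 1.6e-25, or adjusted p = 0.0282 with an estimated correlation). Examples are PSAT1 of serine synthesis, with a log2 fold change of 1.27 (SE 0.07, adjusted p = 1.2e-04), and CHAC1, which degrades glutathione, with 1.30 (SE 0.14, adjusted p = 0.00155). Of the 34 lists, 16 passed the test as higher and 2 as lower, the cell cycle and heat shock protein lists. With an estimated correlation, 5 passed as higher and 1 as lower.

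**Figure D1:**
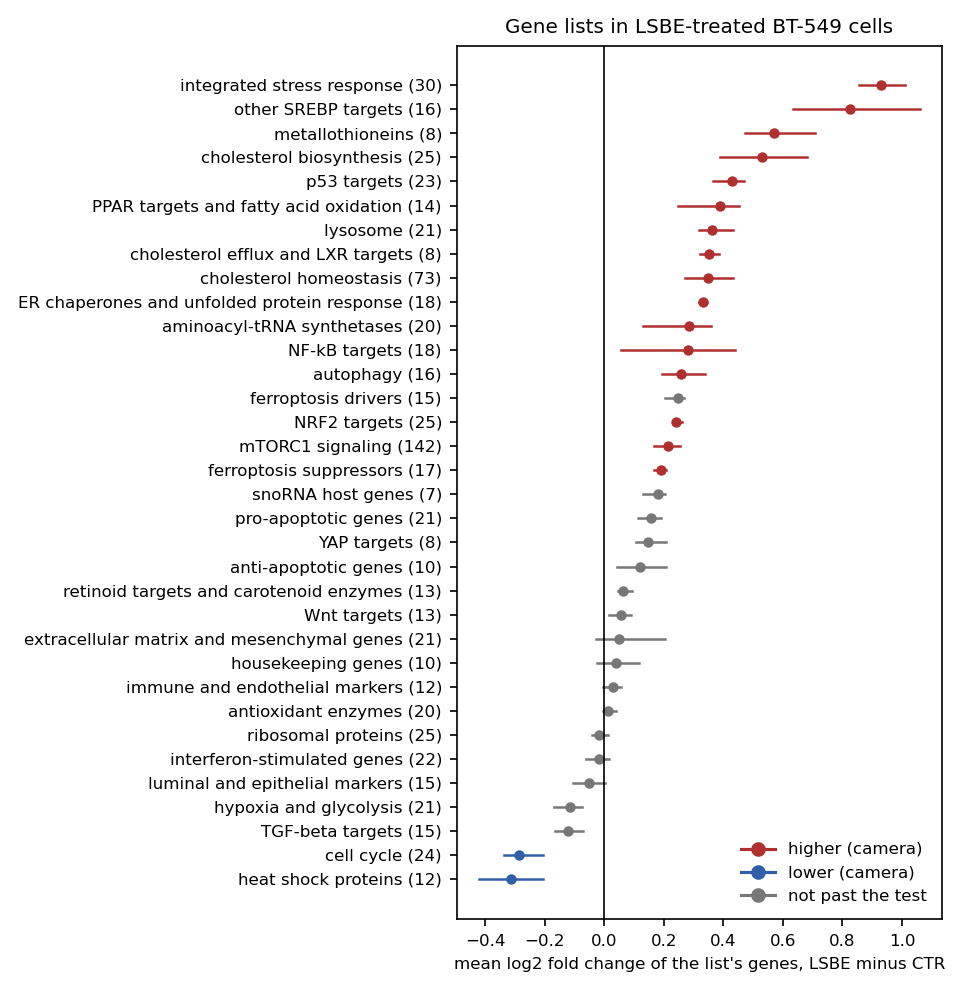
Mean log2 fold change (LSBE minus CTR) of the measured genes of each of 34 textbook gene lists, with their number in brackets; lines span the means on the 4 slides and colours give the camera result. The integrated stress response, at 0.93, lies highest and the heat shock proteins, at −0.31, lie lowest.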

The top five enriched pathways, diseases, and biological functions regulated by LSBE in BT‐549 cells are summarized in Table 1.

**TABLE 1:** The top 5 significant canonical pathways, diseases, and bio functions, respectively, molecular and cellular functions modulated by LSBE treatment in BT‐549 cells, as identified by IPA.

Diseases and disorders	*p* range	Molecules
Cancer	2.32E−03–1.43E−15	297
Organismal injury and abnormalities	2.32E−03–1.43E−15	306
Dermatological diseases and conditions	1.54E−03–8.69E−10	69
Cardiovascular disease	2.04E−03–2.19E−09	128
Neurological disease	1.94E−03–2.19E−09	156

Molecular and cellular functions	*p* range	Molecules
Cellular development	2.24E−03–1.45E−14	182
Cellular growth and proliferation	2.24E−03–1.45E−14	171
Cell death and survival	2.29E−03–2.98E−12	171
Lipid metabolism	2.24E−03–3.49E−11	98
Small molecule biochemistry	2.24E−03–3.49E−11	122

Canonical pathways	*p*	Overlap
Cholesterol biosynthesis	2.69E−15	48% (12/25)
Activation of gene expression by SREBF (SREBP)	2.29E−12	30% (12/40)
Superpathway of cholesterol biosynthesis	2.22E−11	37% (10/28)
Response of EIF2AK1 (HRI) to heme deficiency	2.60E−09	46.7% (7/15)
Ferroptosis signaling pathway	5.34E−09	11.9% (15/126)

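Single genes for transport and control of cholesterol were higher in LSBE. NPC1 (NM_000271), which exports cholesterol from lysosomes, had a log2 signal of 10.32 ± 0.11 (SD, n = 4) in CTR and 11.37 ± 0.19 (SD, n = 4) in LSBE, a log2 fold change of 1.05 (SE 0.10, adjusted p = 7.6e-04). On the 4 slides its difference was 0.85 to 1.45. VLDLR, a lipoprotein receptor, had 0.85 (SE 0.07, adjusted p = 5.7e-04). INSIG1, which holds SREBP in the endoplasmic reticulum, had 1.52 (SE 0.09, adjusted p = 1.2e-04). ABCA1, a cholesterol exporter, was at or near background in CTR and at least 2.21-fold higher in LSBE (adjusted p = 7.4e-06), past both thresholds at 1 of its 2 probes. It was the only 1 higher of 8 measured genes of the cholesterol efflux and LXR list (1 when adjusted over the list alone). With these and with enzymes of synthesis such as HMGCS1, 17 of 17 genes that the study assigns to cholesterol metabolism were higher (17 when adjusted over the list alone). The study chose this list on these samples, so the count is not independent evidence.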

Upon further IPA analysis of the DEGs modulated by LSBE treatment, we found that cholesterol metabolism (*z*‐score = 0.251, *p*‐value = 5.73E−10) identified by IPA contains 17 key upregulated genes from our data set: ABCA1, CYP51A1, FDFT1, FDPS, HMGCR, HMGCS1, IDI1, INSIG1, LDLR, LSS, MSMO1, NPC1, PCSK9, SREBF1, SREBF2, TM75SF2, and VLDLR (Figure 2A).

**FIGURE 2:**
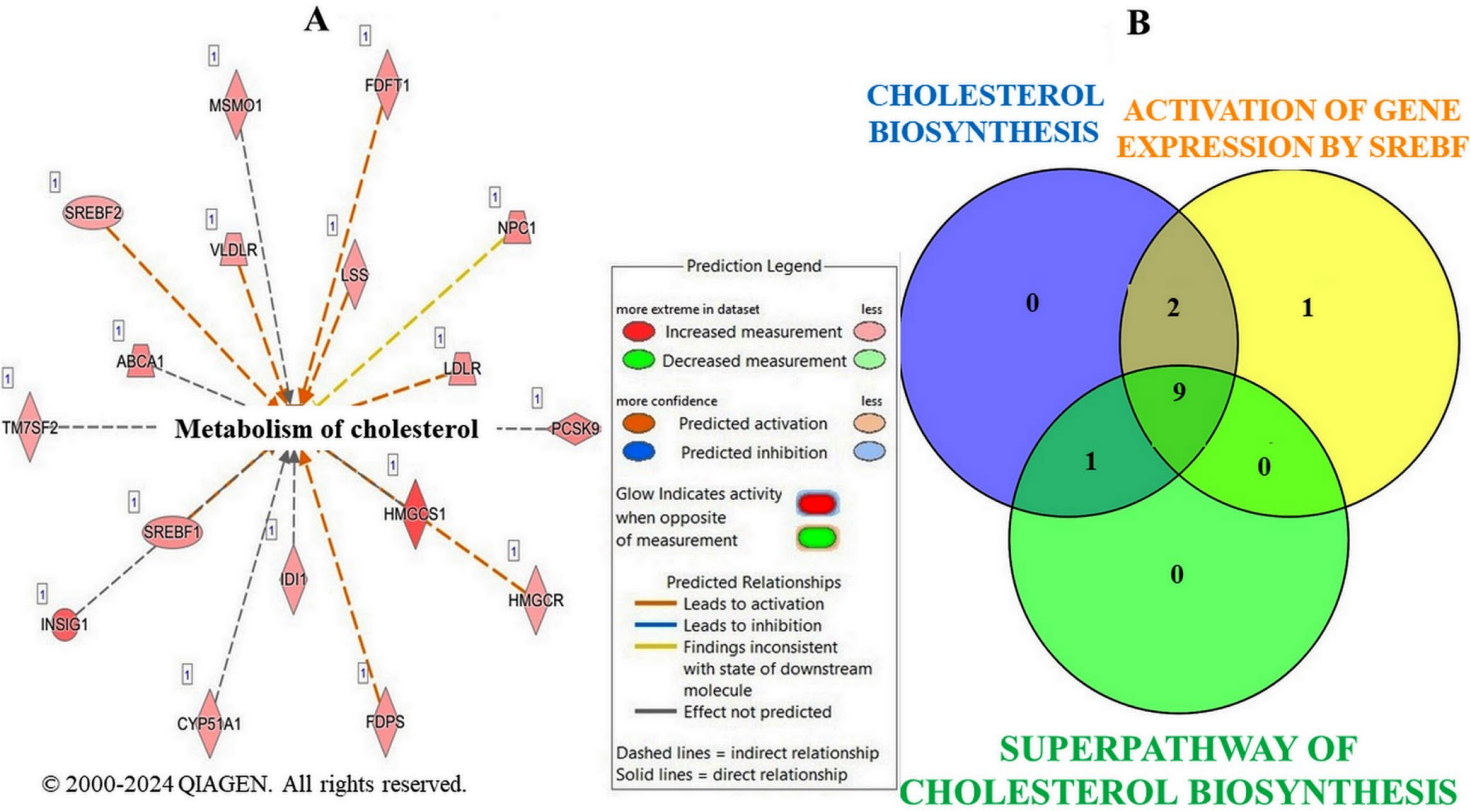
(A) Genes involved in the metabolism of cholesterol identified by IPA; (B) Venn diagram of the overlap of the differently expressed genes involved in cholesterol biosynthesis (*n* = 12), activation of gene expression by SREBF (SREBP) (*n* = 12), and superpathway of cholesterol biosynthesis (*n* = 10) modulated by LSBE treatment in BT‐549 cells identified with IPA.

Cholesterol biosynthesis emerged as the most significantly activated canonical pathway in IPA (*z*‐score = 3.464, *p* = 2.69E−15, ratio = 12/25), with 12 of 25 key genes upregulated in our dataset (Table 2).

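Of the 25 genes of the cholesterol biosynthesis list, 12 were higher in LSBE (12 when adjusted over the list alone), and 19 were higher at an adjusted p under 0.05 without the fold threshold. HMGCS1 (NM_002130), an early enzyme of the mevalonate route, rose most, from a log2 signal of 10.21 ± 0.08 (SD, n = 4) in CTR to 11.95 ± 0.21 (SD, n = 4) in LSBE, a log2 fold change of 1.74 (SE 0.10, adjusted p = 1.2e-04). DHCR7, which makes cholesterol from its last precursor, had 0.95 (SE 0.14, adjusted p = 0.00458), and MSMO1, a sterol demethylating oxidase, 0.90 (SE 0.08, adjusted p = 7.6e-04). FDPS, farnesyl diphosphate synthase, had 0.81 (SE 0.09, adjusted p = 0.00177), CYP51A1, lanosterol demethylase, 0.79 (SE 0.09, adjusted p = 0.00175) and IDI1, isopentenyl diphosphate isomerase, 0.74 (SE 0.08, adjusted p = 0.00175). MVD had 0.70 (SE 0.15, adjusted p = 0.0232), TM7SF2 0.66 (SE 0.13, adjusted p = 0.0141) and SQLE, squalene epoxidase, 0.65 (SE 0.13, adjusted p = 0.0154). The other 13 did not pass both thresholds, among them ACAT2 with 0.52 (0.61, past both thresholds, without LSBE replicate 4), GGPS1 with 0.52 and NSDHL with 0.04. MVK had −0.14 (SE 0.53), with a log2 signal of 8.01 on LSBE replicate 2 against 10.3 to 10.8 on the other LSBE arrays. In Fisher's exact test, one-sided, the list was enriched among the 260 higher genes of 19403, with these 12 members (odds ratio 71.1, p = 1.2e-16). That test takes genes as independent, whereas the estimated correlation within this list was 0.33, so that its p is too small by an unknown amount. The 19403 genes also include ones near background. Without 1 array, the log2 fold change was 0.53 for SQLE without LSBE replicate 2, 0.55 for TM7SF2 and 0.53 for MVD without LSBE replicate 1, and the adjusted p of MVD was 0.0591 to 0.0636 without CTR replicate 1, 2 or 4.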

**TABLE 2:** The upregulated genes involved in cholesterol biosynthesis modulated by LSBE treatment in BT‐549 TNBC cells, as identified by IPA.

Cholesterol biosynthesis		Molecules = 12	*z*‐score = 3.464	*p* = 2.69E−15	Ratio = 12/25 (0.48)	
Gene symbol	Gene name	Identifier	Fold regulation	Expected	Location	Type
CYP51A1	Cytochrome P450 family 51 subfamily A member 1	NM_000786	1.733	Up	Cytoplasm	Enzyme
FDFT1	Farnesyl‐diphosphate farnesyltransferase 1	NM_004462	1.893	Up	Cytoplasm	Enzyme
FDPS	Farnesyl diphosphate synthase	NM_002004	1.799	Up	Cytoplasm	Enzyme
HMGCR	3‐Hydroxy‐3‐methylglutaryl‐CoA reductase	NM_000859	1.584	Up	Cytoplasm	Enzyme
HMGCS1	3‐Hydroxy‐3‐methylglutaryl‐CoA synthase 1	NM_002130	3.346	Up	Cytoplasm	Enzyme
IDI1	Sopentenyl‐diphosphate delta isomerase 1	NM_004508	1.689	Up	Cytoplasm	Enzyme
LSS	Lanosterol synthase	NM_002340	1.677	Up	Cytoplasm	Enzyme
MSMO1	Methylsterol monooxygenase 1	NM_006745	1.795	Up	Cytoplasm	Enzyme
MVD	Mevalonate diphosphate decarboxylase	NM_002461	1.599	Up	Cytoplasm	Enzyme
SREBF1	Sterol regulatory element‐binding transcription factor 1	NM_001005291	1.948	Up	Nucleus	Transcription regulator
SREBF2	Sterol regulatory element‐binding transcription factor 2	NM_004599	1.516	Up	Nucleus	Transcription regulator
TM7SF2	Transmembrane 7 superfamily member 2	NM_003273	1.559	Up	Cytoplasm	Enzyme

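Of 16 measured SREBP targets outside cholesterol synthesis, 11 were higher in LSBE (11 when adjusted over the list alone). They included genes of fatty acid and lipid synthesis, such as FASN, fatty acid synthase, with a log2 fold change of 1.19 (SE 0.16, adjusted p = 0.00357). FADS1, a fatty acid desaturase, had 1.14 (SE 0.10, adjusted p = 5.3e-04), and LPIN1, a phosphatidic acid phosphatase, 1.46 (SE 0.15, adjusted p = 9.5e-04). The 5 that did not pass both thresholds, named after their values were seen, were ELOVL6 with 0.41, ACACA with 0.41, STARD4 with 0.49, TMEM97 with 0.10 and SCD, the stearoyl-CoA desaturase, with 0.06 (SE 0.18). On the 4 slides, FASN differed by 0.84 to 1.67, FADS1 by 0.87 to 1.45 and LPIN1 by 1.05 to 1.76.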

We also found significant activation of two important pathways that are regulated by cholesterol biosynthesis as follows: Activation of gene expression by SREBF (SREBP) (12 molecules, *z*‐score = 3.464, *p*‐value = 2.29E−12) and Superpathway of Cholesterol Biosynthesis (10 molecules, *z*‐score = 3.161, *p*‐value = 2.22E−11).

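Enzymes in the middle and at the end of the route to lanosterol were among the genes higher in LSBE. FDFT1 (NM_004462), squalene synthase, had a log2 signal of 13.99 ± 0.09 (SD, n = 4) in CTR and 14.88 ± 0.14 (SD, n = 4) in LSBE, a log2 fold change of 0.89 (SE 0.07, adjusted p = 5.0e-04). LSS, lanosterol synthase, had 0.72 (SE 0.12, adjusted p = 0.00730). On the 4 slides the differences were 0.61 to 1.08 for FDFT1 and 0.44 to 1.00 for LSS.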

Overlap analysis revealed shared regulation of cholesterol biosynthesis, SREBF‐mediated gene expression, and the Superpathway of Cholesterol Biosynthesis, with nine core genes (e.g., HMGCR, FDFT1, LSS) consistently upregulated (Figure 2B). LSBE treatment also activated ferroptosis, a lipid peroxidation–driven form of cell death (Yan et al. 2021). 

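Some genes counted as suppressors of ferroptosis and some counted as drivers were higher in LSBE, while most genes of either list passed neither as higher nor as lower. Of 17 measured suppressors, 4 were higher in LSBE (4 when adjusted over the list alone). These were SLC7A11 with a log2 fold change of 0.75 (SE 0.08, adjusted p = 0.00136) and SLC3A2 with 0.84 (SE 0.12, adjusted p = 0.00441), which form the cystine importer, SQSTM1, an autophagy receptor, with 0.64 (SE 0.07, adjusted p = 0.00177) and FTL, the light chain of ferritin, with 0.59 (SE 0.09, adjusted p = 0.00584). The mean of the list was 0.19, between 0.17 and 0.21 on the 4 slides (adjusted p = 0.0249 from camera, adjusted p = 0.135 with an estimated correlation and 0.0597 with the replicate block). Of 15 measured drivers, 3 were higher (3 when adjusted over the list alone): CHAC1, HMOX1, heme oxygenase, with 0.88 (SE 0.10, adjusted p = 0.00162) and SAT1, a polyamine acetyltransferase, with 0.89 (SE 0.18, adjusted p = 0.0161). The mean of the drivers was 0.25, between 0.20 and 0.27, their median was −0.01, and the list did not pass the test (adjusted p = 0.116). GPX4, which reduces lipid peroxides, had −0.14 (SE 0.08, adjusted p = 0.296) and ACSL4, which charges polyunsaturated fatty acids, 0.46 (SE 0.09, adjusted p = 0.0124), both looked up after the values were seen. Of the 15 genes that the study assigns to ferroptosis, 15 were higher, but the study chose them on these samples, so this count is not independent evidence. They include EMP1, a membrane protein, with 0.72 (SE 0.08, adjusted p = 0.00163). The drivers passed with 75th percentile scaling (adjusted p = 0.0293), without dim probes (0.0134), without LSBE replicate 3 (0.0461) and with fry (0.00212), where the suppressors failed with 75th percentile scaling (0.149), without dim probes (0.0806) and without CTR replicate 3 (0.0907). The call of FTL was lost without CTR replicate 3 or 4 or LSBE replicate 1, 3 or 4 (log2 fold change 0.54 to 0.58), with processed signals (0.53) and with 75th percentile scaling (0.54). FTL also fell short at its brightest probe (0.46), while its other probes gave 0.60 and 0.63, past both thresholds. The call of SAT1 was lost without CTR replicate 2 (adjusted p = 0.0530) and that of SQSTM1 with 75th percentile scaling (0.58).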

IPA analysis (*z*‐score = 0.775, *p* = 5.34E−09) revealed 15 upregulated genes encoding enzymes, transporters, and transcription regulators, mainly localized to the plasma membrane and cytoplasm (Table 3; Figure S1).

**TABLE 3:** The upregulated genes involved in ferroptosis, modulated by LSBE treatment in BT‐549 TNBC cells, as identified by IPA.

Ferroptosis		molecules = 15	*z*‐score = 0.775	*p* = 5.34E−09	ratio = 15/126 (0.119)	
Gene symbol	Gene name	Identifier	Fold regulation	Expected	Location	Type
ABCA1	ATP‐binding cassette subfamily A member 1	NM_005502	2.148	Up	Plasma membrane	Transporter
ANGPTL4	Angiopoietin like 4	NM_139314	2.714	Up	Extracellular space	Other
ATF4	Activating transcription factor 4	NM_001675	1.732	Up	Nucleus	Transcription regulator
CBS/LOC102724560	Cystathionine‐beta‐synthase like	NM_000071	1.584	Down	Cytoplasm	Enzyme
CHAC1	ChaC glutathione specific gamma‐glutamylcyclotransferase 1	NM_024111	2.494	Up	Cytoplasm	Enzyme
EMP1	Epithelial membrane protein 1	NM_001423	1.679	Up	Plasma membrane	Other
FDFT1	Farnesyl‐diphosphate farnesyltransferase 1	NM_004462	1.893	Up	Cytoplasm	Enzyme
FTL	Ferritin light chain	NM_000146	1.527	Up	Cytoplasm	Enzyme
HMGCR	3‐Hydroxy‐3‐methylglutaryl‐coa reductase	NM_000859	1.584	Up	Cytoplasm	Enzyme
HMOX1	Heme oxygenase 1	NM_002133	1.897	Up	Cytoplasm	Enzyme
SAT1	Spermidine/Spermine N1‐acetyltransferase 1	NM_002970	1.896	Up	Cytoplasm	Enzyme
SLC3A2	Solute carrier family 3 member 2	NM_001012662	1.825	Down	Plasma membrane	Transporter
SLC7A11	Solute carrier family 7 member 11	NM_014331	1.577	Down	Plasma membrane	Transporter
SQSTM1	Sequestosome 1	NM_003900	1.588	Down	Cytoplasm	Transcription regulator
SREBF2	Sterol regulatory element‐binding transcription factor 2	NM_004599	1.516	Down	Nucleus	Transcription regulator

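Of 21 measured pro-apoptotic genes, 3 were higher in LSBE (3 when adjusted over the list alone), all of them upstream activators. BBC3 (NM_014417), which encodes the BH3-only protein PUMA, had a log2 fold change of 1.81 (SE 0.11, adjusted p = 1.2e-04), which is that of its probe of middle signal on every array, while its dimmest probe gave 0.27 and its brightest −0.01. PMAIP1, which encodes the BH3-only protein NOXA, had 0.99 (SE 0.09, adjusted p = 7.3e-04), and TNFRSF10A, a death receptor for TRAIL, 0.75 (SE 0.10, adjusted p = 0.00347). The list did not pass the camera test (mean 0.16, median −0.01, adjusted p = 0.328), although it passed fry, which asks only whether its genes move one way on balance (adjusted p = 2.8e-04). Of 10 anti-apoptotic genes, 0 passed both thresholds in limma, with 2 higher and 1 lower at an unadjusted p under 0.05, and the list did not pass the test either (mean 0.12, adjusted p = 0.153), but passed fry as higher (adjusted p = 0.00545). They include BIRC2 with 0.09 and BIRC5, survivin, with −0.30. Of 23 measured p53 targets, 6 were higher (6 when adjusted over the list alone), with a mean of 0.43, between 0.36 and 0.47 on the 4 slides (adjusted p = 3.8e-04, or adjusted p = 0.0423 with an estimated correlation). GDF15, BBC3, PMAIP1 and PLK3, a stress kinase with 0.69 (SE 0.05, adjusted p = 1.9e-04), were among them, while CDKN1A had 0.18 (adjusted p = 0.426) and MDM2 0.06 (adjusted p = 0.672), both looked up after the values were seen.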

Consistent with our previous findings that LSBE (IC_50_) induced early apoptosis (15.4%), late apoptosis (40.6%), and necrosis (8.3%) in BT‐549 cells, IPA analysis identified 51 genes linked to apoptosis and necrosis (Table S3). LSBE treatment in BT‐549 cells significantly inhibited oxidative stress (*z*‐score = −2.180, *p* = 3.38E−05) and cholesterol accumulation (*z*‐score = −2.140, *p* = 3.36E−06) (Tables 4 and 5, Figure 3).

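Of 9 genes that the study assigns to oxidative stress, 8 were higher and IGFBP3 was lower in LSBE. RCAN1, a calcineurin regulator, had a log2 fold change of 1.19 (SE 0.09, adjusted p = 3.7e-04), TP53INP1, a p53-induced nuclear protein, 0.84 (SE 0.08, adjusted p = 9.2e-04) and PPARG, a lipid-sensing nuclear receptor, 0.68 (SE 0.04, adjusted p = 1.2e-04). NFE2L1 had 0.67 (SE 0.11, adjusted p = 0.00840), CBS, cystathionine beta-synthase, 0.65 (SE 0.09, adjusted p = 0.00459) and IGFBP3 −0.96 (SE 0.21, adjusted p = 0.0241). Of 20 antioxidant enzymes, 0 passed both thresholds in limma, with 4 higher and 3 lower at an unadjusted p under 0.05, and the list did not pass the camera test (mean 0.01, median −0.01, adjusted p = 0.796). Thioredoxin (TXN) had 0.02 (SE 0.04, adjusted p = 0.862) and PRDX1 −0.16 (SE 0.09, adjusted p = 0.304). Of 25 measured NRF2 targets, 5 were higher (5 when adjusted over the list alone), HMOX1, SLC7A11, SQSTM1, FTL and ABCC3, and NQO1, looked up after the values were seen, had 0.09. The mean of that list was 0.24, between 0.23 and 0.26 on the 4 slides (adjusted p = 0.00331, or adjusted p = 0.0621 with an estimated correlation). Of 9 genes that the study assigns to cholesterol accumulation, 9 were higher, among them NPC2, which hands cholesterol to NPC1, with 0.78 (SE 0.07, adjusted p = 7.5e-04) and TMEM135, a peroxisomal membrane protein, with 0.97 (SE 0.10, adjusted p = 0.00114). The study chose both sets on these samples, so these counts, 8 and 1 and 9 also when adjusted over each list alone, are not independent evidence. The adjusted p of IGFBP3 was 0.0526 to 0.0630 without CTR replicate 1, 2, 3 or 4 or LSBE replicate 2, and the log2 fold change was 0.57 for NFE2L1 without CTR replicate 4 and 0.56 for CBS without LSBE replicate 1.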

**TABLE 4:** The DEGs involved in oxidative stress, modulated by LSBE treatment in BT‐549 TNBC cells, as identified by IPA.

Oxidative stress		*z*‐score = −2.180		*p* = 3.83E−05		
Gene symbol	Gene name	Identifier	Fold regulation	Prediction	Location	Type
CBS/LOC10272	Cystathionine‐beta‐synthase like	NM_000071	1.584	Decreased	Cytoplasm	Enzyme
HMOX1	Heme oxygenase 1	NM_002133	1.897	Decreased	Cytoplasm	Enzyme
IGFBP3	Insulin like growth factor‐binding protein 3	NM_001013398	−1.981	Increased	Extracellular space	Other
LDLR	Low density lipoprotein receptor	NM_000527	1.895	Decreased	Plasma membrane	Transporter
NFE2L1	NFE2 like BZIP transcription factor 1	NM_003204	1.61	Decreased	Nucleus	Transcription regulator
PPARG	Peroxisome proliferator activated receptor gamma	NM_015869	1.581	Affected	Nucleus	Ligand‐dependent nuclear receptor
RCAN1	Regulator of calcineurin 1	NM_004414	2.331	Decreased	Nucleus	Other
SQSTM1	Sequestosome 1	NM_003900	1.588	Decreased	Cytoplasm	Transcription regulator
TP53INP1	Tumor protein P53 inducible nuclear protein 1	NM_033285	1.766	Decreased	Nucleus	Other

**TABLE 5:** The DEGs involved in the accumulation of cholesterol, modulated by LSBE treatment in BT‐549 TNBC cells, as identified by IPA.

Accumulation of cholesterol			*z*‐score = −2.140		*p* = 3.36E−06	
Gene symbol	Gene name	Identifier	Fold regulation	Prediction	Location	Type
ABCA1	ATP‐binding cassette subfamily A member 1	NM_005502	2.148	Decreased	Plasma membrane	Transporter
HMOX1	Heme oxygenase 1	NM_002133	1.897	Decreased	Cytoplasm	Enzyme
INSIG1	Insulin‐induced gene 1	NM_198336	2.939	Decreased	Cytoplasm	Other
LDLR	Low density lipoprotein receptor	NM_000527	1.895	Decreased	Plasma membrane	Transporter
NPC1	NPC intracellular cholesterol transporter 1	NM_000271	2.067	Decreased	Cytoplasm	Transporter
NPC2	NPC intracellular cholesterol transporter 2	NM_006432	1.754	Decreased	Extracellular space	Transporter
SREBF1	Sterol regulatory element‐binding transracellular cholesterol transporter 1	NM_000271	2.067	Decreased	Cytoplasm	Transporter
NPC2	NPC intracellular cholesterol transporter 2	NM_006432	1.754	Decreased	Extracellular space	Transporter
SREBF1	Sterol regulatory element‐binding transcription factor 1	NM_001005291	1.948	Affected	Nucleus	Transcription regulator
SREBF2	Sterol regulatory element‐binding transcription factor 2	NM_004599	1.516	Increased	Nucleus	Transcription regulator
TMEM135	Transmembrane protein 135	NM_022918	2.435	Decreased	Nucleus	Transcription regulator

**FIGURE 3:**
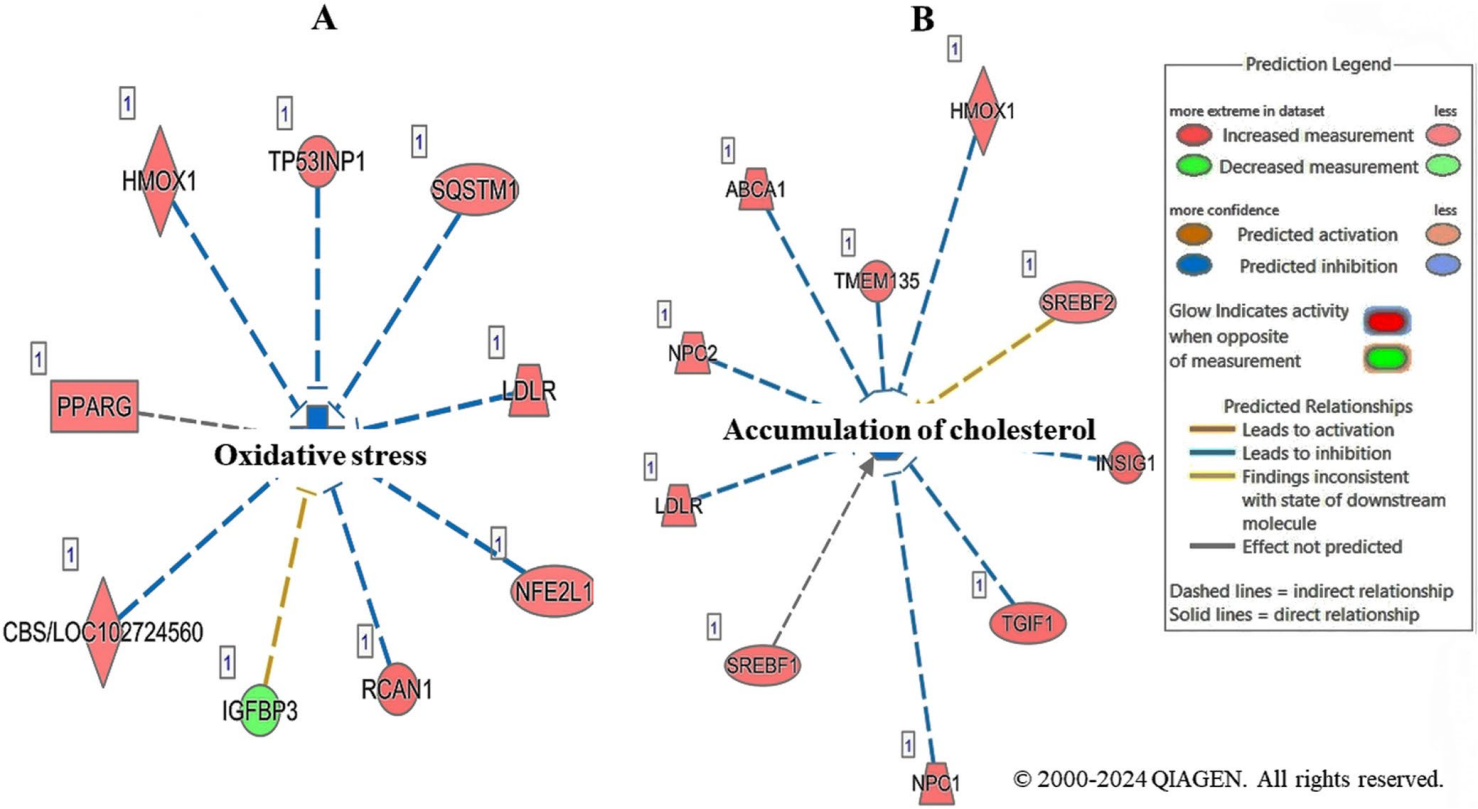
Molecular networks of (A) oxidative stress and (B) accumulation of cholesterol identified with ingenuity pathway analysis (IPA) and modulated LSBE in BT‐549 cells based on the gene expression profile.

### 3.3 Upstream Analysis of DEGs Following LSBE Treatment

IPA upstream regulator analysis identified SREBF1 (FR = 1.94, *z* = 4.326, *p* = 9.97E−17) and SREBF2 (FR = 1.51, *z* = 3.885, *p* = 9.97E−19) as significantly activated, driving target gene expression (Figure 4; Table S4).

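The transcripts of both regulators rose in LSBE. SREBF1 (NM_001005291), which encodes SREBP-1 of fatty acid synthesis, had a log2 signal of 12.42 ± 0.17 (SD, n = 4) in CTR and 13.39 ± 0.18 (SD, n = 4) in LSBE, a log2 fold change of 0.96 (SE 0.11, adjusted p = 0.00153). Its probes gave 0.96 and 0.97, and its difference was 0.78 to 1.15 on the 4 slides. SREBF2 (NM_004599), which encodes SREBP-2 of cholesterol synthesis, had 9.65 ± 0.02 (SD, n = 4) in CTR and 10.26 ± 0.13 (SD, n = 4) in LSBE, a log2 fold change of 0.61 (SE 0.06, adjusted p = 0.00101). Its difference was 0.49 to 0.76 on the 4 slides, its probes gave 0.79 and 0.43, and without LSBE replicate 1 it was 0.55 and no longer passed the fold threshold. Transcript levels do not measure the cleavage that activates SREBP.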

**FIGURE 4:**
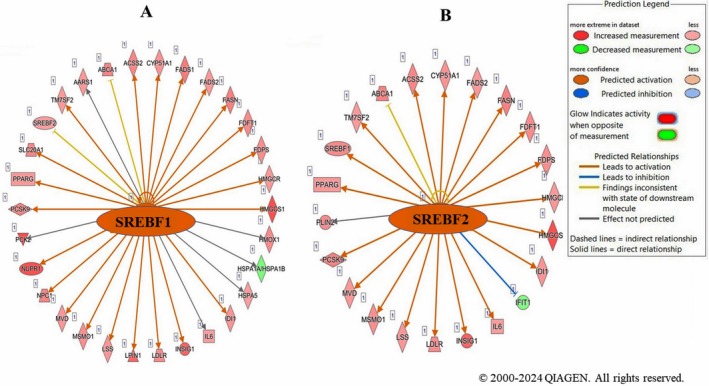
Molecular networks of the upstream regulators (A) SREBF1 and (B) SREBF2 predicted by ingenuity pathway analysis (IPA) and modulated by LSBE in BT‐549 cells based on the gene expression profile.

IPA effector analysis predicted that CREB family and AKT1 drive lipid oxidation via upregulation of ALDH2, CPT1A, SREBF1/2, and FASN, while SLC40A1, NGF, and NFE2L2 activation, together with RNF187 and PML inhibition, promote oxidative stress suppression through their target genes, including HMOX1, SQSTM1, and PPARG (Figure 5).

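Some genes of lipid use were higher in LSBE, while transcripts of 2 of the predicted regulators did not pass both thresholds. CPT1A (NM_001031847), which brings fatty acids into mitochondria, had a log2 fold change of 0.84 (SE 0.05, adjusted p = 1.8e-04), and ALDH2, a mitochondrial aldehyde dehydrogenase, 0.60 (SE 0.07, adjusted p = 0.00139). Of 14 measured PPAR targets and genes of fatty acid oxidation, 4 were higher (4 when adjusted over the list alone). Besides CPT1A these were ANGPTL4, a lipase inhibitor, with 1.41 (SE 0.15, adjusted p = 0.00139), PLIN2, a lipid droplet protein, with 0.96 (SE 0.16, adjusted p = 0.00765) and SLC25A20, the carnitine carrier, with 0.63 (SE 0.10, adjusted p = 0.00584). The mean of the list was 0.39, between 0.25 and 0.45 on the 4 slides (adjusted p = 1.0e-04 from camera, or adjusted p = 0.0702 with an estimated correlation). Of the predicted regulators, SLC40A1, the iron exporter, had 0.10 (SE 0.05, adjusted p = 0.206) and NFE2L2, which encodes NRF2, 0.07 (SE 0.06, adjusted p = 0.563), both looked up after the values were seen. The log2 fold change of ALDH2 was 0.58 without CTR replicate 3 and 0.57 without LSBE replicate 2, and that of SLC25A20 was 0.54 without CTR replicate 4, each below the fold threshold. The probes of ALDH2 gave 0.67 and 0.54.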

**FIGURE 5:**
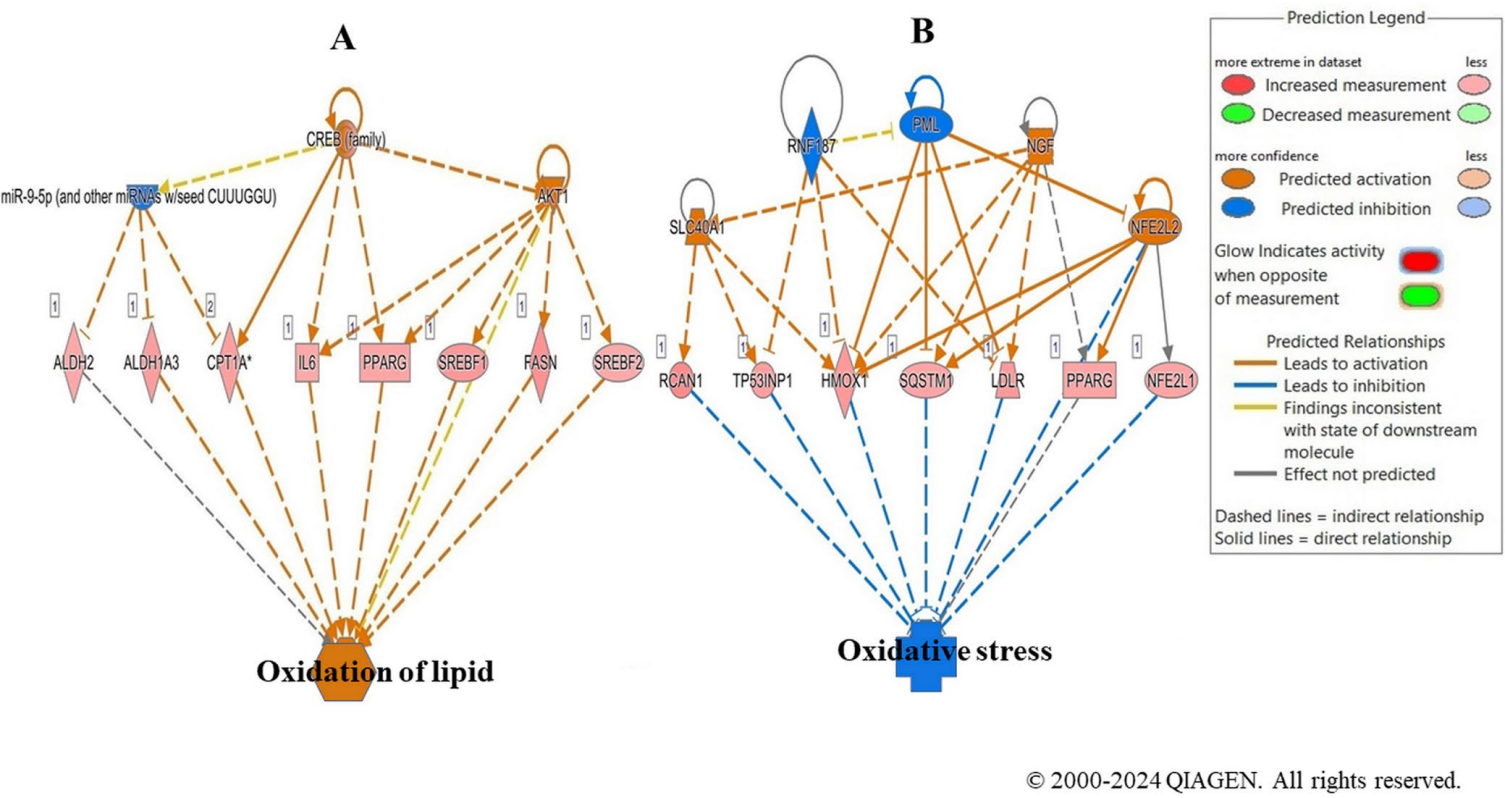
Molecular networks of the downstream regulators involved in (A) oxidation of lipids and (B) oxidative stress predicted by ingenuity pathway analysis (IPA), and modulated by LSBE in BT‐549 cells based on the gene expression profile.

### 3.4 Evaluation of Genome‐Wide Expression Profiles Using Gene Set Enrichment Analysis (GSEA)

GSEA of DEGs revealed that LSBE (IC_50_) treatment upregulated hallmark gene sets linked to cholesterol homeostasis and mTORC1 signaling in BT‐549 cells. 

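Of 73 measured genes of a cholesterol homeostasis list, 22 were higher in LSBE (22 when adjusted over the list alone). Their mean log2 fold change was 0.35, between 0.27 and 0.43 on the 4 slides (adjusted p = 2.1e-11 from camera, or adjusted p = 0.0324 with an estimated correlation). Besides enzymes of synthesis such as HMGCS1, the higher genes included TRIB3, FADS2, FASN and NIBAN1, of which FADS2 and NIBAN1 were named after their values were seen. Of 142 measured genes of an mTORC1 signaling list, 31 were higher and 1 was lower (31 and 2 when adjusted over the list alone). Their mean was 0.21, between 0.17 and 0.25, and their median 0.09 (adjusted p = 0.00127, or adjusted p = 0.210 with an estimated correlation). The higher genes included ASNS, PSAT1, PHGDH and WARS1, tryptophanyl-tRNA synthetase, with 1.25 (SE 0.06, adjusted p = 8.2e-05). The lower gene was RRM2, a subunit of ribonucleotide reductase, with −0.60 (SE 0.09, adjusted p = 0.00623), which was −0.53 at its brighter probe and −0.53 to −0.58 without CTR replicate 1 or 2 or LSBE replicate 3. Of the 31 higher genes, 13 were also members of the integrated stress response list and 13 of the cholesterol and SREBP lists, 24 in all. Both lists were written without access to the hallmark sets, and all genes were tested rather than the DEGs alone.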

(Figure 6).

**FIGURE 6:**
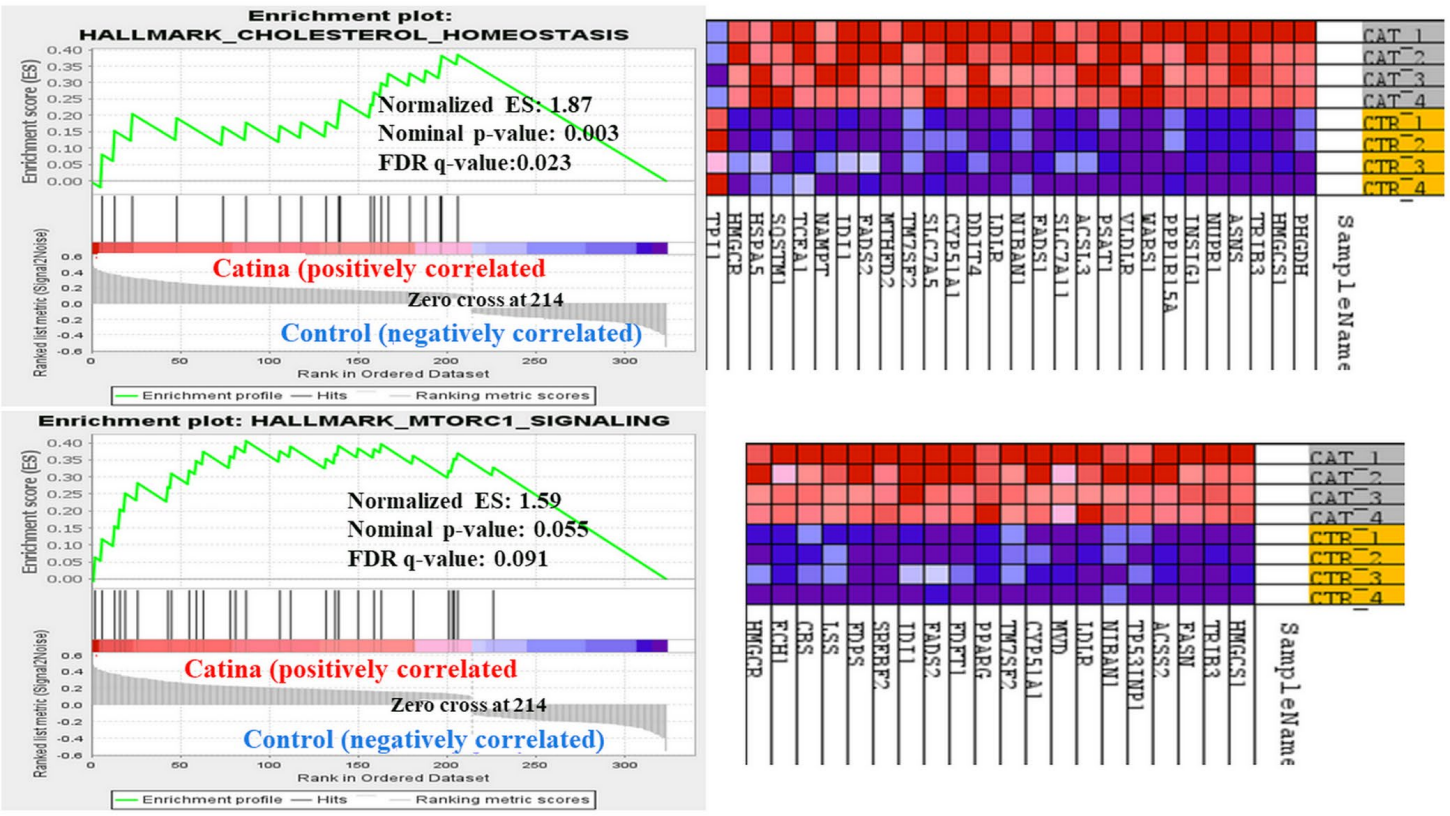
The GSEA analysis of cells treated with 4 μM LSBE for 24 h. All the signaling pathways identified in the H: hallmark gene sets are enriched and upregulated.

Cholesterol has been shown to regulate mTORC1 signaling via the lysosomal protein LYCHOS (Shin et al. 2022). By overlapping IPA and GSEA results, we identified shared genes linking cholesterol biosynthesis, homeostasis, and mTORC1 signaling, including HMGCR, HMGCS1, and SREBF2 (Figure 7).

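The genes higher in LSBE that belonged to the cholesterol biosynthesis, cholesterol homeostasis and mTORC1 signaling lists alike numbered 7. They included the synthesis enzymes CYP51A1, DHCR7, HMGCS1 and IDI1. The biosynthesis and homeostasis lists shared 11 higher genes, and the homeostasis and mTORC1 lists also shared 11. The 35 mTORC1 genes that were in the cholesterol, SREBP or integrated stress response lists had a median log2 fold change of 0.76. The 107 that were in none of them had a median of −0.02 and a mean of 0.01, and as a set did not pass limma's camera test, whose unadjusted p was 0.484. Of these 107, 7 were higher and 1 lower, the higher ones being ACSL3, HSPA5, NAMPT, SLC1A4, SLC1A5, SQSTM1 and WARS1, of which 4 (ACSL3, NAMPT, SLC1A4 and SLC1A5) were named after their values were seen. HSPA5, the chaperone BiP, had a log2 fold change of 0.59 (SE 0.08, adjusted p = 0.00433), which was 0.54 to 0.58 without CTR replicate 1 or 2 or LSBE replicate 3 or 4.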

**FIGURE 7:**
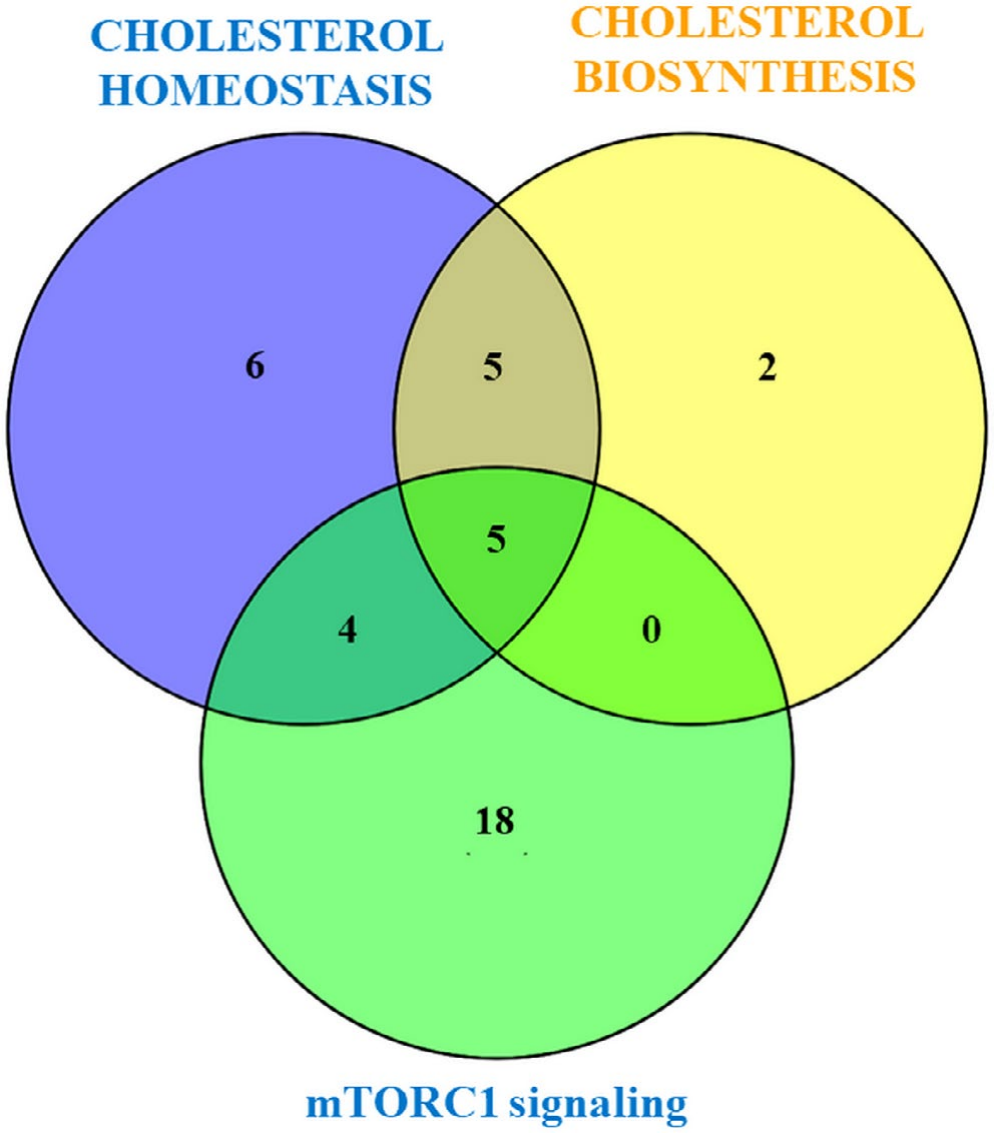
Venn diagram of the overlap of the differently expressed genes involved in cholesterol homeostasis (*n* = 20), mTORC1 signaling (*n* = 27), identified with GSEA, respectively cholesterol biosynthesis (*n* = 12), identified with IPA software, and modulated by LSBE treatment in BT‐549 cells.

### 3.5 Evaluation of Genome‐Wide Expression Profiles Using Gene Ontology (GO) Enrichment Analysis

GO enrichment analysis of LSBE‐treated BT‐549 cells highlighted biological processes such as cellular process (24.5%), biological regulation (17%), and metabolic process (9.5%). Most DEGs were linked to binding (27.1%) and catalytic activity (17.4%). GO Pathway analysis revealed enrichment in apoptosis (2.8%), TGF‐β, Wnt signaling (2.1%), and cholesterol biosynthesis (1.4%), while GO Reactome‐based analysis identified significant enrichment in metabolism (31 genes, FDR = 9.73E−03) and cellular response to stimuli (16 genes, FDR = 2.97E−02) (Table S5).

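Of 15 measured TGF-β targets, 1 was lower in LSBE (1 when adjusted over the list alone), ID2, an inhibitor of basic helix-loop-helix factors, with a log2 fold change of −0.94 (SE 0.10, adjusted p = 0.00139). The mean of that list was −0.12, between −0.16 and −0.07 on the 4 slides, and it did not pass the camera test (adjusted p = 0.178), although it passed as lower with 75th percentile scaling (adjusted p = 0.0201, against 0.0667 to 0.595 in the other settings), a setting that moved the median of all transcripts to 0.08. Of 13 measured Wnt targets, 0 passed both thresholds in limma, with 3 higher and 2 lower at an unadjusted p under 0.05. The mean of the Wnt list was 0.06 and it did not pass the test (adjusted p = 0.502). MYC, a Wnt target and growth regulator, had 0.38 (SE 0.08, adjusted p = 0.0155) and TCF7L2, a transcription factor of the pathway, 0.16 (SE 0.07, adjusted p = 0.169).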

### 3.6 qRT‐PCR Validation of the Microarray Data

qRT‐PCR validation of 10 genes related to apoptosis, necrosis, oxidative stress, cholesterol homeostasis, and mTORC1 signaling confirmed microarray results, with all showing significance except GAS5 (FR = 1.06) and LDLR (FR = 1.31) (Figure 8, Table 6).

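On the arrays, 10 of 10 genes chosen for qRT-PCR were higher in LSBE, among them GDF15, BBC3, PMAIP1, TP53INP1 and PPARG. The study chose them on these samples, so the count, 10 also when adjusted over the list alone, is not independent evidence. NUPR1, a stress-induced nuclear protein, had a log2 fold change of 1.69 (SE 0.10, adjusted p = 1.5e-04), and GAS5, a noncoding host gene of small nucleolar RNAs, 0.92 (SE 0.08, adjusted p = 5.6e-04). GAS5 had a log2 signal of 12.38 ± 0.10 (SD, n = 4) in CTR and 13.30 ± 0.15 (SD, n = 4) in LSBE and differed by 0.80 to 1.01 on the 4 slides. MMP14, a membrane-bound matrix metalloproteinase, had 1.35 (SE 0.31, adjusted p = 0.0297), between 0.89 and 2.47 on the 4 slides. IL6, an inflammatory cytokine, had 0.66 (SE 0.14, adjusted p = 0.0186), between 0.27 and 1.05. The adjusted p of MMP14 was 0.0501 to 0.0823 without any CTR array or without LSBE replicate 1 or 4, and that of IL6 was 0.0533 without CTR replicate 4, while its log2 fold change was 0.55 without LSBE replicate 4. The deposited files hold no qRT-PCR values.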

**FIGURE 8:**
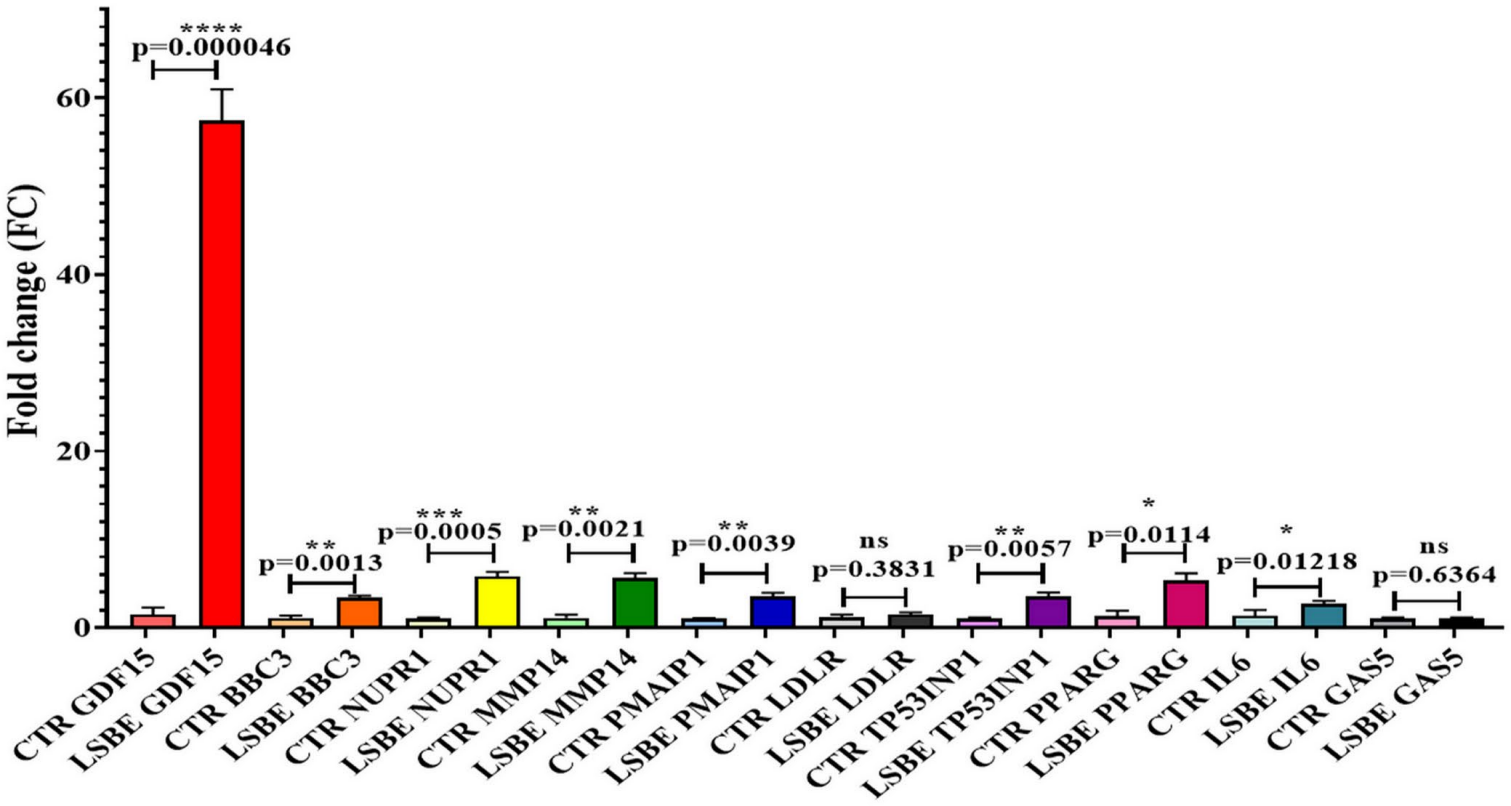
qRT‐PCR validation of the microarray data containing differentially expressed genes from oxidative stress, necrosis, and apoptosis. Values are determined as means ± SEM from four biological replicates. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001 compared to the control.

**TABLE 6:** Overlap between the microarray and qRT‐PCR results.

Gene	GDF15	BBC3	NUPR1	MMP14	PMAIP1	LDLR	TP53INP1	PPARG	IL6	GAS5
FR qRT‐PCR	38.36	3.13	5.71	5.04	3.50	1.32	3.47	4.04	1.96	1.06
*p* qRT‐PCR	4.7E−05	1.3E−03	5.1E−04	2.1E−03	4.0E−03	3.8E−01	5.7E−03	1.1E−02	1.2E−01	6.4E−01
FR microarray	10.84	3.49	3.35	2.50	1.89	1.89	1.77	1.58	1.53	0.64
*p* microarray	2E−14	3E−07	7E−09	1E−04	2E−06	4E−07	2E−04	8E−07	4E−04	2E+00

## 4 Discussion

Several in vitro studies report that sea buckthorn extracts from seeds, berries, leaves, or juice inhibit breast cancer cell proliferation and induce apoptosis via mechanisms such as CASP3, IGFBP4, GADD34 modulation, cell cycle arrest, and TNF–NF‐κB signaling inhibition (Olas et al. 2018), (Xu et al. 2024). While most work has focused on phenolic compounds, seed procyanidins trigger apoptosis in MDA‐MB‐231 cells through fatty acid synthase inhibition (Wang et al. 2014), and flavonoids like isorhamnetin, quercetin, and kaempferol suppress oncogenic PI3K‐Akt–mTOR and NF‐κB signaling (Martiniakova et al. 2024). Although carotenoids are key constituents of sea buckthorn, no studies have examined the carotenoid fraction specifically in TNBC cells. Evidence from other sources shows carotenoids exert anticancer effects, often with selectivity for TNBC: for instance, β‐carotene strongly inhibited MDA‐MB‐231 growth and migration via JNK‐mediated S‐phase arrest and apoptosis, while sparing MCF‐12A normal breast epithelial cells and enhancing doxorubicin efficacy (Antunes et al. 2022). Recent studies show that carotenoids exert selective anticancer effects against TNBC cells: β‐carotene and related pigments from *Rhodosporidium* sp. induced apoptosis and cell cycle arrest in MDA‐MB‐231 cells with low toxicity to normal cells (Sinha et al. 2023); carotenoids isolated from *Paracoccus* sp., containing 48.3% zeaxanthin (the major compound of LSBE), promoted apoptosis via BAX/BCL‐2 modulation and showed strong affinity (Abdelazim et al. 2025); and fucoxanthin suppressed proliferation, migration, and VEGF signaling in MDA‐231 TNBC cells (Ahmed et al. 2023). Consistent with our previous findings, LSBE (IC₅₀ = 12.62 μM) induced multiple forms of programmed cell death in BT‐549 cells, including early apoptosis (15.4%), late apoptosis (40.6%), and necrosis (8.3%), highlighting its ability to trigger diverse cytotoxic mechanisms in TNBC. However, no study to date has examined the transcriptional profiles induced by carotenoid treatment in breast cancer, despite systematic reviews outlining their antitumor mechanisms (Giani et al. 2021; Baeza‐Morales et al. 2024).

Cholesterol is essential for cell structure, hormone synthesis, and homeostasis, with its role in breast cancer remaining controversial, where some studies link high levels to increased risk, while others show no or even inverse associations, particularly with HDL (Ben Hassen et al. 2023). Cholesterol metabolism involves biosynthesis, uptake, efflux, and esterification, tightly regulated by SREBP‐2 through genes such as HMGCR, LDLR, ABCA1, and ABCG1 (Xiao et al. 2023). LSBE treatment in BT‐549 TNBC cells upregulated key genes in cholesterol biosynthesis and homeostasis, including HMGCR, SREBF2, LDLR, and ABCA1, suggesting enhanced cholesterol regulation with reduced oxidative stress and cholesterol accumulation. Our findings suggest that LSBE‐induced activation of SREBF‐driven gene expression and the cholesterol biosynthesis pathway may expose a metabolic susceptibility in TNBC, consistent with emerging evidence that targeting metabolic reprogramming could offer therapeutic opportunities in aggressive breast cancer subtypes (X. Cai et al. 2025). Nevertheless, we observed in our transcriptomic study the apparent discrepancy between the upregulation of cholesterol biosynthesis and the inhibition of cholesterol accumulation. This dual effect may reflect a compensatory mechanism, whereby SREBF1/2‐driven transcription enhances biosynthetic gene expression while simultaneously upregulating cholesterol efflux and uptake regulators such as ABCA1 and LDLR prevent intracellular cholesterol overload, thereby maintaining cellular homeostasis.

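Of 8 measured genes of cholesterol efflux and targets of LXR, the oxysterol receptor, 1 was higher in LSBE (1 when adjusted over the list alone), the exporter ABCA1. The mean log2 fold change of the list was 0.35, between 0.32 and 0.39 on the 4 slides (adjusted p = 3.4e-04 from camera, or adjusted p = 0.0423 with an estimated correlation). The other members had smaller values, among them APOE, an apolipoprotein, with 0.54 (SE 0.09, adjusted p = 0.00721), ABCG1, a related exporter, with 0.06 (SE 0.04, adjusted p = 0.352) and MYLIP, a ubiquitin ligase, with 0.02 (SE 0.04, adjusted p = 0.846), all looked up after the values were seen. From the rise of cholesterol synthesis genes beside ABCA1, and from the cholesterol accumulation score computed with IPA, the paper proposes a compensatory mechanism that keeps cholesterol in the cells from accumulating. Cholesterol itself was not measured in the deposited data.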

The 3‐hydroxy‐3‐methyl glutaryl coenzyme A reductase (HMGCR) is the primary rate‐limiting enzyme in cholesterol biosynthesis that catalyzes HMG‐CoA reduction to MVA. A recent study found no association between cancer mortality and HMGCR expression or statin use (Kuldeep et al. 2023). Our findings suggest that LSBE‐driven upregulation of HMGCR, a statin‐targeted enzyme, under SREBF1/2 control, thus highlighting a potential therapeutic axis linking cholesterol metabolism with ferroptosis and mTORC1 signaling in TNBC. Therefore, by modulating SREBF1/2–HMGCR signaling, LSBE may expose a targetable metabolic susceptibility in TNBC, offering opportunities to integrate metabolic interventions with existing therapies (Hillis et al. 2024).

mTORC1 regulates metabolic homeostasis through anabolic–catabolic balance to prevent disease and extend health span (Szwed et al. 2021). Our data suggests that LSBE‐induced activation of SREBF1/2 drives transcriptional upregulation of key genes in cholesterol metabolism that also intersect with mTORC1 signaling. We hypothesize that by linking SREBF1/2‐driven cholesterol metabolism with mTORC1 signaling, LSBE treatment highlights a potential metabolic vulnerability in TNBC that could be therapeutically investigated (Yang et al. 2025).

Ferroptosis, a non‐apoptotic form of cell death driven by lipid peroxidation and ROS accumulation, has emerged as a key susceptibility in cancer cells (Forcina and Dixon 2019). 

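ALDH1A3 (NM_000693), a retinaldehyde dehydrogenase, had a log2 signal of 7.93 ± 0.14 (SD, n = 4) in CTR and 8.84 ± 0.18 (SD, n = 4) in LSBE, a log2 fold change of 0.91 (SE 0.10, adjusted p = 0.00154). It was higher in LSBE with ALDH2, CPT1A, IL6, PPARG, SREBF1, FASN and SREBF2, the 8 genes that the study assigns to lipid oxidation, whose mean was 0.81, between 0.70 and 0.92 on the 4 slides. The study chose these 8 on these samples, so the count, 8 also when adjusted over the list alone, is not independent evidence.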

In our transcriptional study, LSBE treatment upregulated a set of lipid oxidation genes (ALDH2, ALDH1A3, CPT1A, IL6, PPARG, SREBF1, FASN, SREBF2), with SREBF2 identified as a central upstream regulator linking ferroptosis and lipid metabolism. Overlapping gene sets further confirmed the involvement of ABCA1, FDFT1, HMGCR, and IL6, suggesting that LSBE promotes ferroptosis via SREBF2‐driven lipid oxidation. These findings align with prior evidence showing ROS‐mediated lipid peroxidation reduces cancer cell proliferation and viability (Conrad and Pratt 2019). Importantly, since ferroptosis‐enhancing agents have been proposed to overcome cisplatin resistance in TNBC (Lee et al. 2021), (Mirzaei et al. 2021) and phytochemicals such as curcumin, emodin, and chloroquine have demonstrated similar chemosensitizing effects (Hong et al. 2020), emodin (Ding et al. 2018), chloroquine (Qu et al. 2017). Our findings suggest that carotenoid‐rich LSBE may act as a ferroptosis‐inducing chemosensitizer, enhancing the efficacy of standard TNBC therapies such as cisplatin. This notion is supported by recent work showing that TNBCs with high expression of fatty acid desaturases FADS1/2 are particularly susceptible to ferroptosis‐inducing agents, both in vitro and in vivo (Lorito et al. 2024). Together, these data point toward a metabolic susceptibility in TNBC that could be exploited therapeutically by combining LSBE (or similar carotenoid‐rich extracts) with ferroptosis inducers or chemotherapy.

Oxidative stress arises from an imbalance between ROS production and antioxidant defenses, driving DNA damage, genomic instability, and cancer progression (Sies et al. 2022), (Rizvi et al. 2021). Nonenzymatic antioxidants such as β‐carotene, vitamins C and E, and glutathione play a key role in maintaining cellular homeostasis (Gyurászová et al. 2020; Birben et al. 2012; di Martino et al. 2018). A recently published study performed on sea buckthorn‐extracted polyphenols showed a decrease of 88% in ROS generation in TNBC MDA‐231 cells treated with a concentration of 200 μg/mL (Farheen et al. 2024), while our previous study has demonstrated that LSBE, rich in zeaxanthin (42.62%), inhibited ROS production by 51.95% at IC_50_ concentrations in BT‐549 TNBC cells (*p* = 0.0188), reflecting a promising antioxidant capacity. In the present exploratory study, transcriptomic analysis revealed that LSBE carotenoids modulated key nonenzymatic antioxidant pathways by upregulating RCAN1, TP53INP1, HMOX1, SQSTM1, LDLR, PPARG, and NFE2L1, thereby attenuating oxidative stress in TNBC cells, consistent with recent evidence highlighting the antioxidant and cytoprotective role of natural carotenoid extracts (Bufka et al. 2024), emphasizing their potential as complementary agents to improve redox balance in breast cancer therapy.

## 5 Limitations and Future Directions

Our transcriptomic findings suggest that LSBE may engage pathways regulating cholesterol metabolism, oxidative stress, apoptosis, and ferroptosis in TNBC; however, functional validation is critical. Future studies will incorporate ferroptosis‐specific assays (lipid ROS, GSH, MDA, GPX4, and iron‐dependence) and genetic validation of GPX4 to confirm whether LSBE truly induces ferroptotic cell death. Such validation would provide a mechanistic basis for exploring LSBE carotenoids as chemosensitizers or complementary agents to enhance therapeutic efficacy in TNBC. Another key limitation of our study is that the mechanistic conclusions are derived from transcriptomic signatures without direct functional validation. However, the observed link between SREBF1/2‐driven cholesterol metabolism and mTORC1 signaling suggests a potential metabolic susceptibility in TNBC. Given the established role of metabolic reprogramming in therapy resistance, future studies should investigate whether LSBE‐induced modulation of these pathways can be functionally validated and therapeutically exploited, either as a singular therapy or in combination with existing metabolic and chemotherapeutic agents.

## 6 Conclusions

Carotenoid‐rich lipophilic sea buckthorn extract (LSBE) modulated the expression of genes associated with cholesterol biosynthesis, cholesterol homeostasis, mTORC1 signaling, oxidative stress responses, and ferroptosis in BT‐549 TNBC cells. While these transcriptomic signatures suggest potential links to key metabolic and cell death pathways, functional validation will be required to confirm whether these transcriptional changes translate into altered cellular processes. Importantly, the observed upregulation of cholesterol‐ and ferroptosis‐related regulators highlights candidate molecular nodes that may underlie the reported antioxidant and cytotoxic properties of carotenoids. Taken together, our data provide mechanistic hypotheses and molecular targets for future studies investigating LSBE as a potential complementary strategy in triple‐negative breast cancer therapy.

## Author Contributions

**Simona Visan:** conceptualization (equal), visualization (equal), methodology (equal), software (equal), project administration (equal), investigation (equal), writing – original draft (equal), writing – review and editing (equal). **Loredana Balacescu:** methodology (equal), software (equal), data curation (equal), writing – original draft (equal). **Flaviu Drigla:** methodology (equal), writing – original draft (equal). **Ovidiu Balacescu:** methodology (equal), writing – original draft (equal). **Adela Pintea:** supervision (equal), writing – review and editing (equal).

## Ethics Statement

The authors have nothing to report.

## Conflicts of Interest

The authors declare no conflicts of interest.

## Supporting information

**Figure S1:** fsn371112‐sup‐0001‐FigureS1.docx.

**Tables S1–S5:** fsn371112‐sup‐0002‐Tables.xlsx.

## Data Availability

All microarray data used in this study are publicly available in the Gene Expression Omnibus (GEO) repository under accession number GSE 307516, and the gene sets used in IPA and GSEA analyses can be found in Tables S1–S5: DEGs.

# Supplementary material for: Gene Expression Profiles Modulated by Lipophilic Sea Buckthorn ( Hippophae rhamnoides L.) Extract in BT‐549 Triple‐Negative Breast Cancer Cells
**Source:** Food Sci Nutr. 2025 Dec 16;13(12):e71112. doi: 10.1002/fsn3.71112
**Supplement:** Supplementary file 1 — Figure S1: fsn371112‐sup‐0001‐FigureS1.docx.

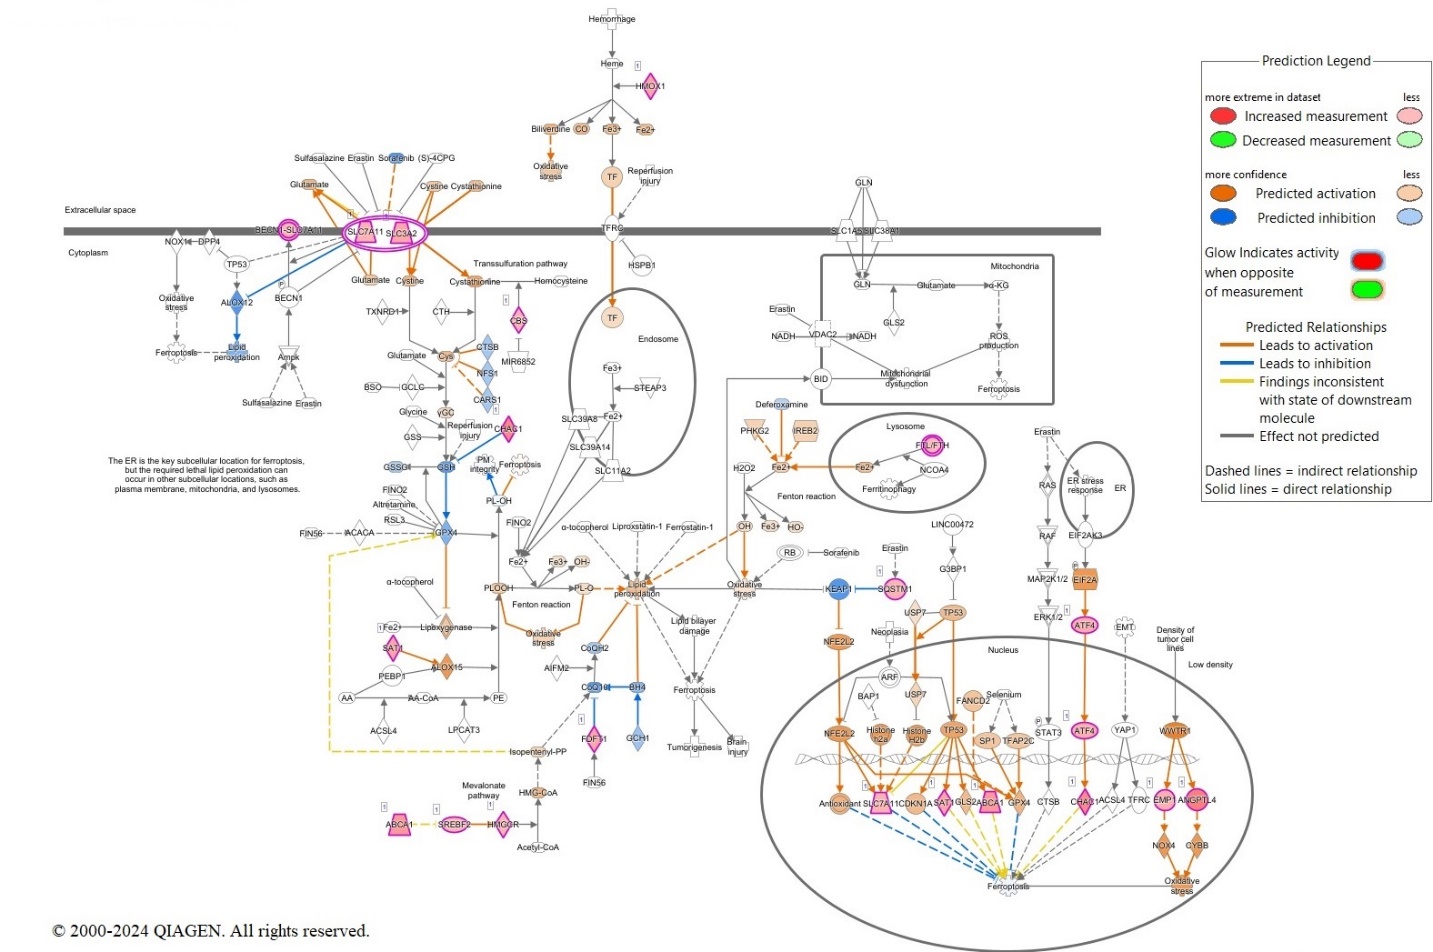

**Figure S1.** Ferroptosis signaling pathway predicted by IPA software as a response of BT-549 cells to LSBE treatment

How the deposited data were processed for this re-analysis (not part of the article)

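Gene expression was measured in BT-549 cells grown for 24 h with LSBE or without it (CTR), in 4 replicates per group, which the paper calls biological, on 8 Agilent 1-colour 4 x 44K whole human genome arrays. The authors scanned the arrays and quantified them with Agilent Feature Extraction 11.5.1.1, and the deposited scanner files hold raw median signals as intensity, not normalized between arrays, beside processed signals, also as intensity, with background subtracted by that software. The deposited value table holds log2 median signals that the authors quantile normalized between arrays, without background subtraction. Every column of that table correlated with the values computed here at 1.00 over transcripts, and the log2 fold changes computed from it differ by at most 4.6e-06 from those in the 678 lines of Table S1 at hand.

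Each array has 45015 spots, of which 1486 positive-control and 153 negative-control spots were left out. Of the other 43376, the software marked 56 to 100 per array as non-uniform or population outliers (620 in all), and these were left out too. The median raw signal was 183 to 209 on the CTR arrays and 182 to 198 on the LSBE arrays, over a median local background of 47 to 50.5 and 50 to 53.5. The log2 median signals were quantile normalized between the 8 arrays and summarised as the median per transcript. A linear model with the group as its only term was fitted with lmFit and eBayes of limma 3.58.1 in R 4.3.3 (data.table 1.17.8), and p-values were adjusted by the Benjamini-Hochberg method over 32033 transcripts. A transcript was called changed at a fold of at least 1.5 and an adjusted p under 0.05, the thresholds of the paper. A transcript of which no array of a group was well above background is given as at least N-fold changed, against the higher of its own signal and that of the dimmest spot called well above background on each array of that group.

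The same-numbered CTR and LSBE arrays share a slide by the scanner's numbering, so that the numbers pair the arrays. After the mean of each group was taken out, the same-numbered arrays correlated at 0.288, 0.00649, 0.216 and 0.0591 on slides 1 to 4. All arrays were scanned in one session within 23.4 minutes. Position on the slide runs with treatment and could not be entered in a model.

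Gene lists were tested with limma's camera at its preset correlation between genes (0.01), two-sided, adjusted over 34 textbook lists, on the transcript of highest mean signal of each gene. The lists cover cholesterol biosynthesis, other SREBP targets, cholesterol homeostasis, mTORC1 signaling, cholesterol efflux and LXR targets, lysosome, integrated stress response, aminoacyl-tRNA synthetases, ER chaperones, p53 targets, NRF2 targets, antioxidant enzymes, ferroptosis drivers and suppressors, pro- and anti-apoptotic genes, cell cycle, extracellular matrix, YAP, TGF-β and Wnt targets, interferon-stimulated genes, NF-κB targets, heat shock proteins, metallothioneins, hypoxia and glycolysis, retinoid targets, PPAR targets and fatty acid oxidation, autophagy, snoRNA host genes, ribosomal proteins, housekeeping genes, luminal markers and immune markers. They were written without access to any database, the homeostasis and mTORC1 lists as approximations of the hallmark sets. The 7 lists that the paper itself reports were counted and not tested. Enrichment of the cholesterol biosynthesis list was tested with Fisher's exact test, one-sided, against the 19403 genes named through RefSeq.

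The lists, tests and alternatives, and the rule for the genes to name, were chosen before the data were examined, although the first 678 lines of Table S1 and the tables of the paper had been read. That rule names the genes that the text and tables of the paper give as measured, the 12 largest changes in each direction that went the same way on all 4 slides, up to 4 changed members of each list with the smallest adjusted p, all 25 members of the cholesterol biosynthesis list, and up to 2 members of highest signal of a list with no changed member. It names 124 transcripts.

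The alternatives were normexp background correction with an offset of 50, processed signals scaled to the 75th percentile of each array, median signals scaled to the 75th percentile, 1 value per probe, transcripts well above background alone, outlier spots kept, an intensity trend with robust hyperparameters, the slide as a replicate block, the deposited value table, and each array left out in turn. With 1 value per probe, the brightest probe stood for each named transcript. For lists, camera with an estimated correlation, fry and the mean over transcripts were added. Mean signals were planned but are not in the files. The pathway tools of the paper (IPA, GSEA, PANTHER) were not run, because their databases were not at hand, and the qRT-PCR measurements were not analysed here.

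The model was tested on simulated data, in which changes of set size were placed on values with the spread of these arrays. It called 34 of 67 transcripts changed 1.5-fold, 61 of 67 changed 2-fold and 63 of 66 changed 3-fold, and 1 of 31800 unchanged ones. A list moved by 0.5 on the log2 scale passed the test (adjusted p = 8.7e-40), and 0 of the 33 other lists did in camera. Transcripts were drawn independently of each other, whereas the estimated correlation within the lists here was −0.066 to 0.66. The simulation therefore cannot show how often lists of correlated genes pass camera by chance. Figures were drawn with matplotlib 3.10.9.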

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

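The lists given here were set before the results were seen, and no test was chosen afterwards. Lists of 9 groups of genes that the results of the paper do not name as such passed the camera test. The integrated stress response, of which Table 1 of the paper lists a branch, the response of EIF2AK1 to heme deficiency, with ASNS, PHGDH, PSAT1, PCK2, TRIB3, CHAC1 and ATF4, had a mean log2 fold change of 0.93, between 0.85 and 1.01 on the slides (adjusted p = 1.6e-25, or adjusted p = 0.0282 with an estimated correlation). The mean of 20 aminoacyl-tRNA synthetases, whose genes ATF4 controls in part, was 0.28, between 0.13 and 0.36 on the slides (adjusted p = 3.4e-04, or adjusted p = 0.214 with an estimated correlation), with WARS1, SARS1 (1.01) and AARS1 (0.68) higher. That of 18 ER chaperones and genes of the unfolded protein response was 0.33, between 0.32 and 0.35 on the slides (adjusted p = 6.0e-07, or adjusted p = 0.151 with an estimated correlation), with HSPA5 higher. HSPA5 was at 0.54 to 0.58 without CTR replicate 1 or 2 or LSBE replicate 3 or 4 and at 0.55 with 75th percentile scaling, and had an adjusted p of 0.0512 with processed signals. Its brighter probe gave 0.48, and its other probe 0.70, past both thresholds.

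The mean of 21 lysosome genes was 0.36, between 0.32 and 0.43 on the slides (adjusted p = 2.1e-07, or adjusted p = 0.0282 with an estimated correlation), with NPC1, NPC2, CTSL (0.76) and GAA (0.73) higher. That of 16 autophagy genes was 0.26, between 0.19 and 0.34 on the slides (adjusted p = 5.0e-04, or adjusted p = 0.129 with an estimated correlation), with WIPI1 (0.75), NBR1 (0.66) and SQSTM1 higher, the last at 0.58 with 75th percentile scaling.

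The mean of 24 cell cycle genes was −0.29, between −0.34 and −0.21 on the slides (adjusted p = 5.1e-11, or adjusted p = 0.0282 with an estimated correlation). AURKB (−0.67) and RRM2 were lower at both thresholds, and 14 genes were lower at an adjusted p under 0.05 alone. AURKB was at −0.58 without LSBE replicate 2, and RRM2 at −0.53 to −0.58 without CTR replicate 1 or 2 or LSBE replicate 3. The mean of 12 heat shock proteins was −0.31, between −0.42 and −0.20 on the slides (adjusted p = 1.3e-04, or adjusted p = 0.0790 with an estimated correlation), with HSPA1A (−0.86) lower, although its brightest probe gave −0.58.

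The mean of 18 NF-κB targets was 0.28, between 0.06 and 0.44 on the slides (adjusted p = 3.4e-04, or adjusted p = 0.233 with an estimated correlation), with LIF, CXCL8 (0.86), IL6 and CCL2 (0.59) higher. The adjusted p of CXCL8 was 0.0685 without CTR replicate 2, 0.0527 without LSBE replicate 1, 0.0631 without LSBE replicate 4 and 0.0633 with processed signals, and that of IL6 was 0.0533 without CTR replicate 4, with a log2 fold change of 0.55 without LSBE replicate 4. CCL2 was at 0.54 to 0.55 without CTR replicate 3 or 4 or LSBE replicate 1, at 0.56 with 1 value per probe and 0.58 with the deposited value table, and had an adjusted p of 0.0546 with processed signals. The mean of 8 metallothioneins was 0.57, between 0.47 and 0.71 on the slides (adjusted p = 2.7e-05, or adjusted p = 0.210 with an estimated correlation), with MT1X (0.64), MT1A (0.63) and MT1E (0.61) higher, or 5 of the 8 when adjusted over the list alone. Without CTR replicate 3 these were at 0.56, 0.56 and 0.50, and without LSBE replicate 4 each was at 0.58, below the fold threshold. They were at 0.58, 0.58 and 0.56 with 75th percentile scaling, and with processed signals MT1A was at 0.56 and MT1E had an adjusted p of 0.0589.

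Single arrays stood apart from the others of their group, by Dixon's test at its 95% critical value, for 10 of 248 groups of 4 values of the named transcripts, where chance gives about 1 in 20, or 12.4. Among LSBE arrays, these were log2 signals of 11.54 for HAS3 on replicate 3, 12.82 for PHGDH and 10.20 for CPT1A on replicate 1, and 15.21 for NPC2, 8.01 for MVK and 10.33 for ENST00000493479 on replicate 2. Among CTR arrays, they were 12.85 for ASNS on replicate 4, 11.16 for ANGPTL4 and 13.83 for MT1E on replicate 3, and 13.17 for FADS1 on replicate 1. Of 16 groups of array measures, 2 had such an array, the median background of 50 on LSBE replicate 4 and the second principal component of 25.3 on LSBE replicate 2. No explanation was tested for single arrays.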

How the results depend on the processing

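The alternatives that leave out transcripts named only by a probe were chosen after the data were seen. Of the 124 named transcripts, 99 were changed, and of these 69 kept their call in each of 17 settings and 30 lost it in at least 1. Of the 25 unchanged ones, 2 were called in at least 1 setting. The direction of a changed one reversed only for BBC3, with −0.012 at its brightest probe in place of 1.81.

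The number of transcripts higher was 300 and of those lower 210, and without 1 array they were 266 to 323 and 156 to 241. Without LSBE replicate 2, 271 of the higher and 161 of the lower ones were shared. With processed signals, which moved the median of all transcripts to −0.095, they were 669 and 423 (279 and 165 shared) and the share under 2-fold was 62.5%. Without the fold threshold, 2104 were higher and 1432 lower. With the deposited value table and RefSeq-named genes counted once, 238 were higher and 119 lower. In the other settings the counts lay within 1.5 times, from 271 to 414 higher and from 188 to 294 lower, and with the slide as replicate block they were 306 and 233 (300 and 202 shared). The share under 2-fold was 76.3% to 81.6% without 1 array.

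Clustering placed 8 of 8 arrays with their group on changed transcripts, but 5 on all transcripts and 5 on those well above background, a count that a single array set apart also gives. The enrichment of cholesterol biosynthesis kept its side of the threshold in every setting, with p from 3.7e-19 to 3.7e-13 without 1 array.

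Of 34 lists, 18 passed camera, and 17 to 19 did without 1 array. With 75th percentile scaling, which moved the median of all transcripts to 0.08, 4 lists were lower (TGF-β targets and the hypoxia list in addition), ferroptosis drivers passed (adjusted p = 0.0293), TGF-β targets passed (0.0201) and ferroptosis suppressors did not pass (0.149). Without dim probes the drivers passed (0.0134) and the suppressors did not (0.0806). With the replicate block the suppressors did not pass (0.0597), which was the only list call that it changed. Without 1 array, the suppressors ranged from 0.0177 to 0.0907 (without CTR replicate 3) and the drivers from 0.0461 (without LSBE replicate 3) to 0.161. With an estimated correlation, 6 lists passed, 5 higher and 1 lower, and 12 of the 18 did not, among them cholesterol biosynthesis (0.123), other SREBP targets (0.0702), mTORC1 signaling (0.210) and ferroptosis suppressors (0.135). With fry, 25 passed, among them ferroptosis drivers (0.00212) and pro-apoptotic genes (2.8e-04). Apart from the arrays left out, the cause was not tested.

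Signals near background limit what can be seen. Of 43376 spots, 58.5% to 63.8% were well above background, and ABCA1 was not in CTR, so that its fold is a lower bound. The alternative with mean signals was not run, since the files hold none.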

Differences from the paper's values

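The paper's number of changed genes is 330, which its abstract calls protein-coding, and 510 changed transcripts were found here at the same thresholds. The 510 include noncoding transcripts and ones without a gene name, so that the counts are not of like sets. Of the alternatives set before the data were examined, the deposited value table (470) and leaving out CTR replicate 1 (452), 2 (439) or 4 (454) or LSBE replicate 1 (483), 2 (479) or 4 (429) brought the number within 1.5 times of the paper's. Normexp correction (595), processed signals (1092), 75th percentile scaling (535), 1 value per probe (708), transcripts well above background alone (548), outlier spots kept (510), an intensity trend (510), the replicate block (539) and leaving out CTR replicate 3 (564) or LSBE replicate 3 (544) did not. The paper's number of lower genes is 111, and 210 lower transcripts were found here. It came within 1.5 times without LSBE replicate 4 (156) and with none of the other alternatives set before the data were examined (173 to 423). The paper speaks of 29162 annotated genes, which is the number of transcripts here not named only by a probe. Counted as genes named through RefSeq, a count chosen after seeing the values, 262 were higher and 127 lower in the same fit, both within 1.5 times of the paper's 219 and 111. Of transcripts with an NM name, those of RefSeq messenger RNAs, 252 were higher and 123 lower, a count likewise chosen after seeing the values. With the deposited value table, transcripts named only by a probe left out and each RefSeq-named gene counted once, 238 were higher and 119 lower, a setting chosen after seeing the values, which drops 0 of the 41 genes with a fold in the paper's tables.

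The paper's fold for GAS5 is 0.64, where the fold here was 1.89, higher in LSBE on all 4 slides, and 1.80 to 1.95 with the alternatives set before the data were examined. The natural logarithm of the fold here is 0.638, while the other 9 array folds of Table 6 lay within 1.1 times of the folds here. The p that the paper's Table 6 gives for GAS5 on the array is above 1, which no p can be. Of 41 folds given in the paper's tables, 40 lay within 1.5 times and 39 within 1.1 times of the folds here. Of the 678 lines of Table S1 at hand, the authors call 14 transcripts changed, and 15 were called here, 14 of them by both.

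The paper states that LSBE activated ferroptosis. The 15 genes it lists were higher here too, but the drivers list did not pass the test (adjusted p = 0.116), and the suppressors list did (0.0249). The mean log2 fold change was 0.25 for the drivers, with 3 of 15 higher, and 0.19 for the suppressors, with 4 of 17 higher. The p-values therefore do not part these lists. Neither list is the IPA pathway behind the paper's statement, whose z-score lay below the cutoff that its methods name. The drivers list passed with 75th percentile scaling (0.0293), without dim probes (0.0134), without LSBE replicate 3 (0.0461) and with fry (0.00212). The suppressors list failed with an estimated correlation (0.135), the replicate block (0.0597) and 75th percentile scaling (0.149), without dim probes (0.0806) and without CTR replicate 3 (0.0907).

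The paper describes oxidative stress as inhibited from 9 genes, which all moved here in the direction it gives, while the antioxidant enzymes as a list did not pass the test (adjusted p = 0.796). It also cites a fall of reactive oxygen species in these cells from an earlier study by its authors. Transcripts of antioxidant enzymes do not measure oxidative stress, so that the list does not bear directly on that statement. The paper names TGF-β and Wnt signaling among enriched pathways. Neither list of targets passed the test here (0.178 and 0.502), apart from TGF-β targets with 75th percentile scaling (0.0201). The paper ranks cholesterol biosynthesis first among canonical pathways of IPA. Among the 34 lists here it passed the test, with the smallest camera p after the integrated stress response and other SREBP targets. With an estimated correlation, cholesterol biosynthesis (adjusted p = 0.123) and other SREBP targets (0.0702) did not pass, while the integrated stress response did (0.0282).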

Other observations

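The groups of genes in the next paragraph, and the tests on members shared by the mTORC1 list, on the ends of control transcripts and on spike-in probes, were chosen after the results were seen.

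Several genes that report ERK signaling were higher in LSBE, with log2 fold changes of 1.50 (adjusted p = 1.2e-04) for DUSP6, 1.05 (adjusted p = 7.6e-04) for ETV5, 0.95 (adjusted p = 0.00516) for DUSP4, 0.93 for SPRY4, 0.90 for SPRY2 and 0.64 for PHLDA1, 6 of 10 looked up. The other 4 were not, CCND1 at 0.02, EPHA2 at 0.33, EPHA4 at −0.45 and ETV4 at 0.16. Of 9 targets and regulators of BMP and SMAD signaling, 4 were lower, ID2, BAMBI at −0.93 (adjusted p = 0.0132), ATOH8 at −0.83 and SMAD6 at −0.79, while ID1 was at −0.27, ID3 at −0.27, SMAD7 at −0.37, ID4 at −0.65 and SMAD9 at −0.55. ID4 was called lower with the replicate block (−0.65, adjusted p = 0.0160), SMAD9 without LSBE replicate 3 (−0.69) and EPHA4 with processed signals (−0.72). The calls of the 6 higher and the 4 lower genes held in all 12 settings in which they were checked. Of 5 targets of AHR, the receptor for planar aromatic compounds, CYP1A1 was higher at 1.15 (adjusted p = 0.00260) and CYP1B1 at 0.63 (adjusted p = 0.0145), which was below the fold threshold with processed signals (0.53), with 75th percentile scaling (0.57), without CTR replicate 3 (0.57) and without LSBE replicate 4 (0.58). TIPARP was at 0.42, AHRR at 0.16 and NQO1 at 0.09. Of the hyaluronan synthases, HAS3 was higher and HAS2 lower, at −0.80 (adjusted p = 0.00246), and HAS1 was well above background on only 1 of the 8 arrays.

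The remaining lists did not pass the camera test. Of 21 extracellular matrix and mesenchymal genes (mean 0.05, adjusted p = 0.835), MMP14 was higher, with an adjusted p of 0.0501 to 0.0823 without any CTR array or without LSBE replicate 1 or 4. Of 8 YAP targets (mean 0.15, adjusted p = 0.174), 0 were changed in limma, and 3 were higher and 0 lower at an unadjusted p under 0.05, with CCN1 at 0.41. Of 22 interferon-stimulated genes (mean −0.02, adjusted p = 0.835), IFIT1 was lower at −0.79, with an adjusted p of 0.0559 to 0.0967 without any CTR array or without LSBE replicate 1, 2 or 4. Of 21 genes of hypoxia and glycolysis (mean −0.11, adjusted p = 0.0948, or 0.00537 with 75th percentile scaling), BNIP3 was lower at −0.72. Of 13 retinoid targets and carotenoid enzymes (mean 0.06, adjusted p = 0.775), DHRS3 was higher at 0.95, with an adjusted p of 0.0677 to 0.0836 without CTR replicate 1, 2 or 4 or LSBE replicate 4. Of 7 snoRNA host genes (mean 0.18, adjusted p = 0.134), GAS5 was higher. Of 25 ribosomal protein genes (mean −0.02 but median 0.06, tested as higher, adjusted p = 0.309), RPL7 was lower at −1.20, with probes at −2.29 and −0.11. Of 10 housekeeping genes (mean 0.04 but median −0.02, adjusted p = 0.835), 0 were changed in limma, and 3 were higher and 2 lower at an unadjusted p under 0.05. Of 15 luminal and epithelial markers (mean −0.05, adjusted p = 0.291, or 0.0441 with processed signals), 0 were changed in limma, and 1 was higher and 3 lower at an unadjusted p under 0.05. Of 12 immune and endothelial markers (mean 0.03 but median −0.01, adjusted p = 0.946), CD68 was higher.

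The rise of the mTORC1 signaling list may come from members that it shares with the integrated stress response, cholesterol and SREBP lists. The 35 shared members had a median log2 fold change of 0.76, and the 107 others did not pass limma's camera test, whose unadjusted p was 0.484. This was found and tested on the same data, and WARS1, HSPA5 and SQSTM1 were among the 7 others that were higher.

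Of the transcripts lower in LSBE, 39.0% had no RefSeq-based name, against 11.3% of those higher, a ratio of 3.45 (95% confidence interval 2.41 to 4.93). The share among all transcripts tested was 33.7%, nearer to that of the lower transcripts. Dim probes are argued against, since the ratio was 3.91 among transcripts well above background. There 43.4% of the lower and 11.1% of the higher transcripts lacked a name, against 25.6% of all tested, so that the contrast lay on both sides. A shift of the whole class is not settled. Transcripts without a name differed by −0.0636 in the median log2 fold change (from −0.0986 to 0.0122 on single slides). This is less than was set beforehand for such a shift, but more than was set for its absence. How large a shift would give the ratio was not tested. Unequal loss of one end of transcripts stays open, since the differences of 4 pairs of control probes, names ending in _5 minus names ending in _3, changed by −0.487, 0.005, 0.309 and 0.305 between the groups, in no common direction. The files do not say what these endings mean, and they were read as the 5′ and 3′ ends. The ratio was 2.14 without LSBE replicate 2, and no biological explanation was tested.

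The design does not allow array position, 1 for CTR and 2 for LSBE on every slide, to be told apart from treatment. The 7 spike-in probes above background differed between the groups by a median of 0.0577 in size (from −0.0194 to 0.136), which leaves position open, since they do not carry the RNA of the cells. Uneven signal over the array surface stays open too. The changed spots varied 1.19 times as much between blocks of the grid as shuffled ones. Their variance over mean was 1.17, against a mean of 0.984 and at most 1.23 in 1000 shuffles. It lay in the upper tail of the shuffled values, so that some clumping is not excluded.

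The 8 arrays can be parted into 4 and 4 in 35 ways, and 1 split, that of CTR and LSBE, gave the highest value in each of 3 measures. This share is under 1 in 20 only if arrays are exchangeable between slides. Same-numbered arrays share a slide, and too few splits keep to these pairs, so that chance is not excluded. The number of changed transcripts was 510, against 0 in any other split. The other splits mix treated and control arrays, so that a real difference widens the spread within their groups. The camera test of the cholesterol biosynthesis list (−log10 p) was 11.7 against 9.07, and the silhouette over all transcripts 0.227 against 0.0842. The number of lists past camera was highest in that 1 split too, but at 18 against 17. Uneven splits, with 3 arrays of 1 group and 1 of the other in each part, keep some of a treatment difference. They passed 9 to 17 lists, while splits that mix the groups evenly passed 0 to 3. The values 9.07 and 0.0842 also came from uneven splits, so that they and the 17 do not show what chance alone gives. The enrichment of cholesterol biosynthesis genes among changed ones could not be tested in this way, since no other split had a changed transcript. Among the 7 other splits that part all 4 same-numbered pairs, too few for a share under 1 in 20, the highest values were 0 for transcripts, 7.32 for the camera test, 0.0534 for the silhouette and 13 lists. The last 3 of these values came from uneven splits as well.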
